# Western diet-induced visceral adipose tissue inflammation promotes Alzheimer’s disease pathology via microglial activation in a mouse model

**DOI:** 10.3389/fnagi.2025.1644988

**Published:** 2025-10-01

**Authors:** Ji Sun Lim, Soyoung Kwak, Mi-Hee Yu, Mee-Na Park, Hye Suk Baek, Junho Kang, Jeong-Ho Hong, Jin Kyung Kim, Hye Won Lee, Sang-Woo Lee, Shin Kim, Hae Won Kim

**Keywords:** western diet, visceral adipose tissue, Alzheimer’s disease, pro-inflammatory cytokines, Cognitive impairment

## Abstract

**Introduction:**

Western diet (WD)-induced visceral adipose tissue (VAT) inflammation is characterized by adipocyte hypertrophy, hypoxia, and apoptosis. Epididymal white adipose tissue (eWAT), a representative VAT depot in rodents, plays a central role in WD-induced inflammation by secreting pro-inflammatory cytokines that contribute to systemic and neuroinflammation. However, the mechanistic link between WD-driven eWAT inflammation and Alzheimer’s disease (AD) pathology remains unclear.

**Methods:**

WD feeding for 20 weeks was conducted to evaluate its effects on AD-related neuroinflammation and pathology in mice. Cerebral glucose metabolism was assessed using F-18 FDG-PET. RNA sequencing of eWAT and plasma cytokine profiling identified inflammation-associated factors. *In vitro* assays were performed to examine the effects of these cytokines on microglial activation, neuronal viability, and IL-6/STAT3 signaling.

**Results:**

WD group exhibited significantly increased levels of neuroinflammatory markers and increased hippocampal levels of AD-related proteins including amyloid-beta oligomers, amyloid precursor protein, and phosphorylated tau. Additionally, F-18 FDG PET imaging revealed reduced glucose metabolism in the thalamus and hippocampus of WD group compared to controls. RNA sequencing of eWAT and cytokine profiling of plasma identified CCL8, CCL9, CXCL13, and IL-18 as significantly elevated pro-inflammatory cytokines. *In vitro* analyses demonstrated that these eWAT-associated cytokines directly activate microglial cells via the IL-6/STAT3 signaling pathway, promoting hippocampal neuronal death.

**Discussion:**

These findings elucidate a critical pathway through which WD-induced eWAT inflammation exacerbates AD pathology through a systemic–to–neuroinflammation axis, highlighting the therapeutic potential of targeting eWAT-associated cytokines to mitigate diet-associated AD progression.

## 1 Introduction

Alzheimer’s disease (AD) is a progressive neurodegenerative disorder that is a significant public health challenge due to its profound impact on patients, families, and healthcare systems worldwide (Dubois et al., 2016). While the exact etiology of AD remains elusive, it is acknowledged as a multifactorial disease of genetic, environmental, and lifestyle factors. Recent evidence has highlighted the role of lifestyle choices, particularly diet, in modulating the risk of AD development (Bhatti et al., 2020). The Western diet (WD), characterized by a high intake of saturated fats, sugars, processed foods, and refined carbohydrates, has been strongly associated with an increased risk and earlier onset of AD (Wieckowska-Gacek et al., 2021a). Specific components of the WD, such as trans fats and high-fructose corn syrup, are implicated in promoting systemic inflammation that can lead to neuroinflammation, potentially accelerating the pathological processes underlying AD (Luchsinger and Gustafsone, 2009; Campodonico-Burnett et al., 2020).

Neuroinflammation is now recognized as a pivotal mechanism in the progression of Alzheimer’s disease (AD), with multiple contributing factors involved in its initiation and amplification (Wieckowska-Gacek et al., 2021a; Teixeira et al., 2017). Among these, chronic inflammation originating from visceral adipose tissue (VAT), particularly in response to a Western diet (WD), has emerged as a significant peripheral driver of neuroinflammatory processes (Wieckowska-Gacek et al., 2021b; Neuhofer et al., 2014; Tran et al., 2020). WD-induced VAT accumulation, particularly in eWAT, is characterized by oxidative stress and endothelial stress, both of which contribute to adipose tissue remodeling and recruitment of inflammatory M1 macrophages (Khan and Hegde, 2020). The accumulation of these macrophages leads to elevated levels of pro-inflammatory cytokines within the VAT, which can enter the systemic circulation and play a critical role in perpetuating both systemic and neuroinflammation (Zatterale et al., 2020; Pichiah et al., 2020).

Systemic inflammation caused by the Western diet compromises the integrity of the blood–brain barrier (BBB), a critical interface for maintaining central nervous system (CNS) homeostasis. Several studies have shown that hypercaloric diets induce BBB dysfunction, promoting the translocation of peripheral inflammatory mediators into the brain parenchyma, which leads to microglial activation and neuronal damage (Banks, 2015; Hargrave et al., 2016). Consequently, BBB dysfunction represents a central pathophysiological pathway through which peripheral metabolic inflammation contributes to neuroinflammation and neurodegeneration in AD.

Among the various VAT depots, epididymal white adipose tissue (eWAT) has been identified as a key inflammatory site, particularly in murine models of diet-induced obesity. eWAT exhibits significant infiltration of M1 macrophages and elevated expression of pro-inflammatory cytokines such as TNF-α and IL-6 following WD or high-fat diet intake, marking it as a critical origin of systemic inflammation (Marcos et al., 2023; Zatterale et al., 2020). Therefore, eWAT may serve as a suitable and tractable model to investigate the impact of VAT-derived inflammatory mediators on AD pathogenesis. WD-induced eWAT accumulation increases the secretion of eWAT-associated inflammatory cytokines, leading to systemic inflammation, BBB damage, and subsequent neuroinflammation. However, studies that have elucidated which specific eWAT-associated cytokines are increased and how these cytokines contribute to neuroinflammation are still limited. Therefore, in this study, we aimed to identify candidate inflammatory cytokines secreted from eWAT in response to WD intake and elucidate their mechanistic contributions to neuroinflammation and neurodegeneration. In particular, we investigated whether these cytokines enter the systemic circulation, cross the BBB, and promote the pathogenesis of AD by inducing neuroinflammatory responses. This approach may provide new insights into how peripheral metabolic inflammation induces central nervous system pathology and suggests inflammation-targeting strategies to prevent or alleviate cognitive decline in AD.

## 2 Materials and methods

### 2.1 Study design

Eighteen male C57BL/6J mice were randomly assigned to a control (*n* = 9, standard diet) or WD (*n* = 9, Western diet for 20 weeks) group to assess the impact of eWAT inflammation on AD-related pathology. Body weight, food intake, and fasting glucose were monitored, followed by behavioral tests and F-18 fluorodeoxyglucose (FDG) brain positron emission tomography (PET) imaging to evaluate cognitive function and cerebral glucose metabolism, respectively. Following the intervention, epididymal fat (as a representative of eWAT), plasma, and brain tissues were collected for analysis.

eWAT inflammation, systemic cytokine levels, neuroinflammatory responses, hippocampal neuronal damage, and AD-related protein expression were comprehensively evaluated using molecular and histological techniques. eWAT-associated proinflammatory cytokines were identified through transcriptomic and proteomic analyses and validated across tissues. To confirm their eWAT origin, eWAT-removal surgery was performed in a subset of WD group (WD-eWAT group), resulting in a marked reduction of these cytokines in plasma.

*In vitro* experiments further demonstrated that eWAT-associated cytokines promoted neurotoxicity via microglial activation. Specifically, the interleukin-6/signal transducer and activator of transcription 3 (IL-6/STAT3) pathway was implicated in mediating this effect, as pharmacological inhibition of STAT3 attenuated microglia-induced neuronal damage.

### 2.2 Materials

Mouse BV2 microglia and HT22 hippocampal neurons were generously provided by Dr. Jong-Sang Kim (Kyungpook National University, Daegu, South Korea). Dulbecco’s Modified Eagle’s Medium (DMEM, LM001-05) and 0.05% trypsin-EDTA sodium salt solution (LS015-01) were purchased from Welgene (Gyeongsan, South Korea). Heat-inactivated fetal calf serum (#160004) was purchased from Gibco (Thermo Fisher Scientific, USA), and penicillin-streptomycin (15140122) was purchased from Invitrogen (Carlsbad, CA, USA). Recombinant mouse cytokines CCL8 (PMC1104) and CXCL13 (PMC1614) were purchased from Peprotech (Rocky Hill, NJ, USA), and CCL9 (463-MG) and IL-18 (9139) were purchased from R&D Systems (Minneapolis, MN, USA). The STAT3 inhibitor Stattic (S7947) was purchased from Sigma-Aldrich (St. Louis, MO, USA). Cell Counting Kit-8 (CCK-8, CK-04-13) was purchased from Dojindo Laboratories (Kumamoto, Japan). Absorbance was measured using a microplate reader (Sunrise; Tecan Group Ltd., Männedorf, Switzerland). A humidified CO_2_ incubator (Sanyo, Osaka, Japan) was used.

### 2.3 Animals and diets

Four-week-old male C57BL/6J (15–20 g body weight), purchased from Daehan Biolink (Eumseong, South Korea), were housed in standard cages with a 12-h light/12-h dark cycle (lights on at 8:00) and maintained at a temperature of 22–24 °C and 55–60% relative humidity. The mice had *ad libitum* access to standard chow food pellets and tap water. All experiments in this study were performed by the guidelines for animal research of the National Institutes of Health. The Keimyung University Institutional Ethics Committee (Daegu, Korea) approved all the animal experiments (Approval Number KM-2021-08).

The control group was provided with a standard diet from RodFEed, DBL Co., Eumseong, South Korea, with an energy content of 3.8 kcal/g and consisting of 4.3% fat (including 1.3% saturated fat). The WD group received a WD with an energy content of 4.6 kcal/g, including 0.2% cholesterol and 21.3% fat (10.5% of which was saturated fat), sourced from Research Diets, Inc. (Product Code D12079B; New Brunswick, NJ, USA). Both diets were administered over 20 weeks. The detailed nutrient content, calorie and weight information, and ingredients of these diets are described in Table S1. Body weight and diet intake were monitored weekly. Additionally, fasting glucose levels were measured after 20 weeks of feeding.

For surgical procedures, mice were anesthetized with 2.5% isoflurane in a mixture of N_2_O/O2 (70:30). At the end of the experiment, deep anesthesia (2.5% isoflurane) was induced before euthanasia, which was performed by inhalation of CO_2_ at a flow rate equivalent to 20% of the chamber volume per minute.

### 2.4 Behavioral cognitive tests

Spatial working memory was evaluated using the Y-maze test (Seo et al., 2016). The Y-maze apparatus comprised three arms (500 mm long, 150 mm high, and 100 mm wide, labeled A, B, and C, respectively) diverging at 120 °angles. Initially placed in the C arm, each mouse was observed, and its alternations among the arms were recorded during a 10-min period. Spontaneous alternations were characterized as consecutive triplets of entries into different arms. The percentage of alternations was calculated using the formula: % alternation = [spontaneous number of alternations/(total number of arm entries − 2)] × 100.

The Morris water maze test was executed in a circular water pool measuring 90 cm in diameter and 45 cm in height, colored white with non-toxic paint. The pool was filled with water at a controlled temperature of 22–24 °C, reaching a depth of 30 cm. A white platform was submerged within one of the pool’s quadrants. During the initial day, each mouse underwent a free-swimming session of 90 s. Over the subsequent 4 days, a platform remained submerged in one of the pool quadrants. Mice were subjected to 1 or 2 trials per session per day to locate the platform. If a mouse failed to find the platform within 90 s, it was gently guided to the platform and allowed to stay there for 10 s. On the fifth day, the swimming time until a mouse reached the platform was recorded.

### 2.5 F-18 FDG PET scan

To evaluate cerebral glucose metabolism, five mice from each group underwent an F-18 FDG PET at 20 weeks post-diet administration using a Triumph II PET/CT system (Lab-PET8; Gamma Medica-Ideas, Waukesha, WI, USA). Before the PET scan, mice underwent a 12-h fasting period, after which they were anesthetized with 2.0% isoflurane in N_2_O/O_2_ (70:30) and injected with approximately 37 MBq of F-18 FDG via the tail vein. PET scanning was initiated approximately 30 min after F-18 FDG injection, and whole-brain images were captured over a 20-min session. The collected data were indicative of cerebral glucose metabolism. To spatiotemporally quantify cerebral glucose metabolism, a volume-of-interest (VOI) analysis was conducted for each scan using PMOD software (PMOD Technologies, Ltd., Zurich, Switzerland) in conjunction with the W. Schiffer mouse brain template and atlas, as described previously (Park et al., 2019; Balsara et al., 2014; Lee et al., 2022). PMOD facilitated the transformation of each mouse brain PET dataset to the appropriate space, with the W. Schiffer VOI brain atlas automatically applied to measure the F-18 FDG uptake, obtaining standardized F-18 FDG uptake values within defined subregions of the mouse brain. The W. Schiffer brain VOI atlas was iteratively employed with the standard brain model to optimize the fusion of the experimental data (Additional file 1). The regional standardized F-18 FDG uptake values ratio (SUVR) was calculated by dividing the standardized F-18 FDG uptake value for the individual target region by that for the bilateral cerebellum.

### 2.6 RNA-sequencing analysis of eWAT

Collected eWAT were quickly preserved in RNAlater™ Stabilization Solution (Thermo Fisher Scientific, Waltham, MA, USA) and stored at -20 °C until further analyses. Total RNA was isolated using Trizol reagent (Invitrogen, Carlsbad, CA, USA). RNA quality was assessed using an Agilent 2100 bioanalyzer with an RNA 6000 Nano Chip (Agilent Technologies, Amstelveen, The Netherlands), and RNA was quantified using an ND-2000 Spectrophotometer (Thermo Fisher Scientific). For control and test RNA, library construction was performed using a QuantSeq 3′-mRNA-Seq Library Prep Kit (Lexogen, Inc., Vienna, Austria) according to the manufacturer’s instructions. Briefly, 500 ng total RNA was prepared, an oligo-dT primer containing an Illumina-compatible sequence at its 5′-end was hybridized to the RNA, and reverse transcription was performed. After degradation of the RNA template, second-strand synthesis was initiated using a random primer containing an Illumina-compatible linker sequence at its 5′-end. The double-stranded library was purified using magnetic beads to remove all reaction components. The library was amplified to add the complete adapter sequences required for cluster generation. The finished library was purified from PCR components.

High-throughput sequencing was performed as single-end 75 sequencing using a NextSeq 500 system (Illumina, San Diego, CA, USA). QuantSeq 3′-mRNA-Seq reads were aligned using Bowtie2 (Langmead and Salzberg, 2012) whose indices were either generated from the genome assembly sequence or representative transcript sequences for alignment to the genome and transcriptome. The alignment file was used to assemble transcripts, estimate their abundances, and detect differential gene expression. Differentially expressed genes (DEGs) were determined based on counts from unique and multiple alignments using coverage in Bedtools (Quinlan and Hall, 2010). The read count (RC) data were processed based on the TMM + CPM normalization method using “EdgeR” in R, utilizing Bioconductor (Gentleman et al., 2004). Gene classification was based on searches in DAVID^1^ and Medline^2^ databases. The ExDEGA program was utilized to generate a heatmap based on the expression patterns of the DEG candidates, and the corresponding gene list is provided in Supplementary Table 2.

For functional enrichment analysis, the expression values of selected genes were visualized using the clustering-based R package “heatmap” (v 1.0.12) (Poulos et al., 2017). The expression values were transformed into z-scores, with the expression values ranging from −2 to 2. The protein–protein interaction (PPI) network was constructed using the STRING database^3^ and subsequently reconstructed using Cytoscape software (v 3.10.1) (Doncheva et al., 2019). A confidence interaction score of 0.4 was adopted for PPI network construction. Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis was performed via over-representation analysis using the R package “clusterProfiler” (Wu et al., 2021).

### 2.7 Antibody array analysis of the plasma

For antibody array analysis, whole blood was collected from mice into Eppendorf tubes coated with 20 units of heparin and centrifuged at 2,500 × *g* for 15 min. The inflammation-related cytokines in the obtained plasma were quantified using the Mouse L308 Array (RayBiotech, Norcross, GA, USA) following the manufacturer’s instructions. The concentration of the purified sample was determined using a bicinchoninic acid assay (BCA) protein assay kit (Pierce; Thermo Fisher Scientific) with Multi-Skan FC (Thermo Fisher Scientific), and purity was verified through UV spectrometry. An Antibody Array Slide (RayBiotech) was air-dried for 2 h and then incubated with 400 μL of blocking solution for 30 min at 20 °C. After removing the blocking buffer from each subarray, 400 μL of diluted sample was added and incubated for 2 h at room temperature. Following sample decanting, each array underwent three washes with 800 μL 1 × wash buffer I at room temperature for 5 min with shaking. Thereafter, the glass chip assembly was placed into a container, and sufficient 1 × wash buffer was added to submerge the entire glass chip for 10 min with shaking twice. Next, the advanced washing step was repeated with 1 × wash buffer II. A 1 × biotin-conjugated anti-cytokine antibody solution was prepared and incubated for 2 h at room temperature with shaking, followed by washing with 150 μL of 1 × wash buffer I at 20 °C with shaking. Subsequently, a 1 × Cy3-conjugated streptavidin stock solution was added and incubated for 2 h at room temperature with gentle shaking, followed by twice washing with 1 × wash buffer I for 10 min at room temperature. After washing, the slide was rinsed with de-ionized water using a plastic wash bottle and centrifuged at 1,000 rpm for 3 min to remove excess water. Thereafter, the slides were thoroughly dried and scanned within 24–48 h using a GenePix 4100A Scanner (Axon Instruments, Wilmington, DE, USA) at a resolution of 10 μm, with optimal laser power and PMT settings. After acquiring scan images, they were gridded and quantified using GenePix Software (Axon Instruments) and ExDEGA (Ebiogen Inc., Bucheon, South Korea).

### 2.8 Enzyme-linked immunosorbent assay (ELISA)

To measure plasma cytokine levels, heparin-treated plasma was centrifuged at 2,500 × *g* for 15 min using a 5425R Centrifuge (Eppendorf, Hamburg, Germany). Subsequently, the levels of IL-6, CCL8, CCL9, CXCL13, and IL-18 were quantified using IL-6 (431304; BioLegend, San Diego, CA, USA), CCL8 (ab203366; Abcam, Cambridge, MA, USA), CCL9 (ab240689; Abcam), CXCL13 (EMCXCL13; Invitrogen), and IL-18 (BMS618-3; Invitrogen) ELISA kits, following the supplier’s protocol.

### 2.9 Western blot analysis

Epididymal white adipose tissue (epididymal fat) and brain tissues were homogenized in T-PER™ Tissue Protein Extraction Reagent (#78510; Thermo Fisher Scientific) with proteinase inhibitor cocktail (#11697498001; Roche Diagnostics GmbH, Mannheim, Germany) and PhosSTOP EASY (#4906845001; Roche Diagnostics GmbH). BV2 and HT22 cells were lysed using RIPA buffer (#EBA-1149; ELPIS-BIOTECH, Daejeon, South Korea). Next, samples were centrifuged at 15,000 rpm for 15 min at 4 °C. The amount of protein (30–50 μg) was measured using a BCA protein assay kit (#23225; Pierce; Thermo Fisher Scientific). Proteins were separated using 10%–15% sodium dodecyl sulfate-polyacrylamide gel electrophoresis and transferred to polyvinylidene fluoride membranes; immunoreactive bands were visualized using a chemiluminescent reagent (#34577; Thermo Fisher Scientific). Band signals were quantified using Scion Image Software (Scion Corporation, Chicago, IL, USA) and FUSIONSOLO5 (KOREA BIOMICS, Seoul, South Korea). Anti-pTau (ab151559; Abcam), anti-Aβ oligomer (ab216436; Abcam), anti-APP (ab17295; Abcam), anti-BACE1 (ab201061; Abcam), anti-NLRP3 (#15101; Cell Signaling Technology, Danvers, MA, USA), anti-p-NF-κB (Ser536) (#3033; Cell Signaling Technology), anti-PSD95 (sc-32290; Santa Cruz Biotechnology, Dallas, TX, USA), anti-CCL8 (C104388; LSBio, Shirley, MA, USA), anti-CCL9 (#PA5-47643; Invitrogen), anti-CXCL13 (C662468; LSBio), anti-IL-18 (#PA5-78481; Invitrogen), anti-pSTAT3 (Tyr705) (#9145; Cell Signaling Technology), anti-STAT3 (sc-8019; Santa Cruz Biotechnology), anti-β-actin (sc-47778; Santa Cruz Biotechnology), anti-mouse IgG HRP-linked antibody (#7076; Cell Signaling Technology), and anti-rabbit IgG HRP-linked antibody (#7074; Cell Signaling Technology) were used. Protein bands were digitized using FUSIONSOLO5 (KOREA BIOMICS). Western blot band quantification was performed using ImageJ software (National Institutes of Health, Bethesda, MD, USA).

### 2.10 Histological analysis

The brain tissue from sacrificed mice was promptly rinsed in phosphate-buffered saline (PBS) and fixed in formalin solution. Next, each tissue sample was placed in an embedding cassette (Simport, Saint-Mathieu-De-Beloeil, QC, Canada). After rinsing in PBS for at least 30 min, the tissue samples were dehydrated sequentially by soaking in 60, 70, 80, 90, 95, and 100% ethanol for 1 h each, followed by immersion in xylene for 2 h. The xylene was then replaced with paraffin as an infiltration medium. Afterward, the tissue samples were immersed in melted paraffin at 65 °C for 1 h three times. Subsequently, the paraffin-embedded tissues were sectioned to a 4-μm thickness using an HM325 Rotary Microtome (Epredia, Kalamazoo, MI, USA). Next, the sections were mounted on Superfrost Plus microscope slides (Marienfeld, Lauda-Königshofen, Germany), air-dried at 37 °C for 12 h, and stained with Hematoxylin and Eosin. After mounting with Dako Fluorescent Mounting Medium (Dako, Glostrup, Denmark), the cornu ammonis 1 (CA1), 2 (CA2), and 3 (CA3) and dentate gyrus (DG) regions of the hippocampus were examined under an optical microscope (Eclipse 80i; Nikon, Tokyo, Japan). For quantitative analysis, stained brain section images were captured using an optical microscope. Specific hippocampal subregions, including CA1, CA2, CA3, and DG, were manually outlined using the Region of Interest (ROI) tool in ImageJ software (NIH). The stained area within each ROI was calculated using the “Measure” function, providing an area fraction (stained area/total area) as a measure of neuronal density.

### 2.11 Immunohistochemistry

The cerebral cortices from the sacrificed mice were rinsed in PBS, fixed in a 10% formalin solution, and placed in embedding cassettes (Simport). Following rinsing in PBS for at least 30 min, the brain tissue samples were soaked sequentially in 70, 80, 90, 95, and 100% ethanol for 1 h each for dehydration and subsequently in xylene for 2 h. Afterward, the xylene, an infiltration agent, was replaced with paraffin. The brain tissue in each cassette was then dipped in a melted paraffin solution at 65 °C for 1 h, three times. Thereafter, the paraffin blocks in which the brain tissue samples were embedded were sectioned to a 4-μm thickness using an HM325 Rotary Microtome (Epredia). The sections were air-dried at 37 °C for 12 h and then stained with Hematoxylin and Eosin. Next, the sections were pre-treated using heat-mediated antigen retrieval with 10 mM sodium citrate buffer (pH 6.0) for 10 min and incubated in 0.3% H_2_O_2_ at room temperature for 10 min. The sections were then transferred to a protein block solution for 1 h at room temperature and then incubated with primary antibodies at 4 °C overnight (Iba-1; activated microglia marker, ab178846 [Abcam], GFAP; activated astrocyte marker, ab7260 [Abcam]). After washing PBS containing 0.1% Tween-20 (PBST), the sections were incubated with biotinylated goat anti-rabbit IgG for 1 h at room temperature. This was followed by a 10-minute incubation with streptavidin peroxidase at room temperature and staining using 3,3′- diaminobenzidine (DAB; ab64261; Abcam). Finally, the hippocampus was observed under an optical microscope (Eclipse 80i, Nikon).

### 2.12 Cell culture

Mouse BV2 microglial and HT22 hippocampal neuronal cells were cultured in Dulbecco’s Modified Eagle’s Medium supplemented with 10% heat-inactivated fetal bovine serum and 1% penicillin-streptomycin. The cells were maintained in a humidified CO_2_ incubator at 37 °C and 5% CO_2_/95% air. When confluence reached approximately 80%, they were sub-cultured using a 0.05% trypsin-EDTA sodium salt solution.

### 2.13 Cell viability assay

Cytokine-induced neurotoxicity was assessed using a cell counting kit-8. Briefly, cells were exposed to recombinant cytokines for 24–72 h and then treated with the CCK-8 reagent. Absorbance was measured at 450 nm using a microplate reader.

### 2.14 Conditioned medium assay with cytokine stimulation and STAT3 inhibition

BV2 cells were stimulated using eWAT-associated cytokines (CCL8, CCL9, CXCL13, and IL-18; 100 ng/mL) for 6 h, and the expression of p-STAT3 was measured using western blot analysis. Additionally, BV2 cells were cultured using eWAT-associated cytokines, with or without Stattic, a STAT3 inhibitor, for 72 h, after which the supernatant of the BV2 cell culture medium was collected and centrifuged at 1,100 rpm for 5 min. In addition, HT22 cells were exposed to conditioned medium (CM) for an additional 24 h. Subsequently, we quantified the levels of IL-6 in the medium and assessed HT22 cell viability using a CCK-8 assay.

### 2.15 Statistical analysis

All statistical analyses were conducted using SPSS software (version 23.0; SPSS Inc., Chicago, IL, USA). Data are expressed as mean ± standard deviation (SD). Graphical representations and data plotting were performed using GraphPad Prism software (version 10; GraphPad Software, San Diego, CA, USA). Comparisons between two groups were analyzed using the Student’s *t*-test. For multiple group comparisons, one-way analysis of variance (ANOVA) was employed, followed by either Dunnett’s or Holm–Sidak’s *post hoc* test to evaluate differences relative to the control group. A *p*-value of <0.05 was considered statistically significant and is denoted by an asterisk (*)

## 3 Results

### 3.1 WD-induced reduction in cerebral glucose metabolism and neuroinflammation

After 20 weeks of WD feeding, a significant increase in body weight was observed in mice in the WD group compared to those of the control group (Figure 1A). Additionally, fasting glucose levels were markedly increased in the WD group (Figure 1B), indicating the development of a metabolic disturbance. To assess the impact of WD on cerebral glucose metabolism, we conducted F-18 FDG brain PET imaging. The regional SUVR analysis revealed a significant reduction in glucose metabolism in the bilateral thalamus and the left hippocampus in the WD group compared to controls (Figure 1C).

**FIGURE 1:**
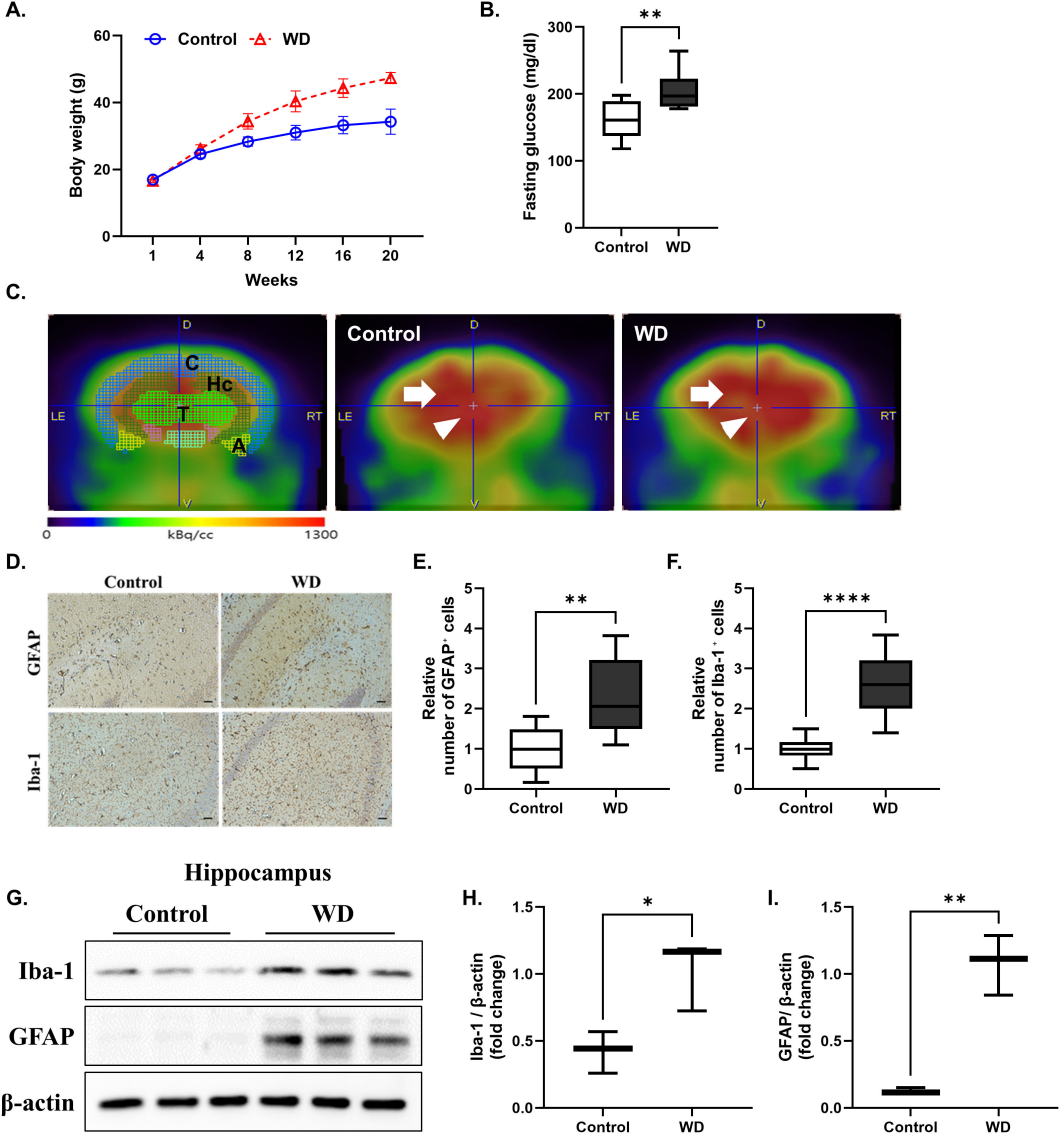
Western diet induces cerebral glucose hypometabolism, and neuroinflammation. **(A)** Body weight was significantly increased in mice in the WD group compared to those of control group after 20 weeks of feeding. **(B)** Fasting glucose levels were also markedly increased in WD group. **(C)** Representative F-18 FDG PET images and quantification of regional standardized uptake value ratios (SUVRs) revealed significantly reduced glucose metabolism in the bilateral thalamus and left hippocampus of WD group compared to controls. The brain regions analyzed included the cortex, hippocampus, thalamus, and amygdala, referred to as C, Hc, T, and A, respectively. **(D–F)** Representative diaminobenzidine (DAB) staining images of GFAP and Iba-1 in the cerebral cortex, confirming increased glial activation in the WD group. Quantitative analysis demonstrated a significant increase in both GFAP and Iba-1 expression. **(G–I)** Western blot analysis of hippocampal tissues showing increased expression of Iba-1 and GFAP in the WD group compared to the control group, indicating microglial and astrocytic activation. Data are presented as mean ± SD. Sample sizes: *n* = 9 (body weight, glucose), *n* = 7 (western blot), *n* = 10 slides (immunohistochemistry). Asterisks indicate statistically significant differences compared to the control group with *p < 0.05, **p < 0.01, and ****p < 0.0001, ns = no significant difference according to Student’s *t*-test.

In addition, to confirm whether WD induces a neuroinflammatory response, we performed Western blot and immunohistochemistry analyses for GFAP and Iba-1, which are markers of astrocytes and microglia, respectively, in the cerebral cortex and hippocampus. Immunohistochemical staining results showed that the expression of these markers was increased in the cerebral cortex (Figures 1D–F), and Western blot analysis showed that the expression was increased in the hippocampus (Figures 1G–I). Quantitative values for these metabolic parameters are summarized in Table 1. The expression levels of GFAP and Iba-1 were significantly increased in the WD group, suggesting increased astrocyte and microglial proliferation. This proliferation is considered a hallmark of glial activation and is typically observed during neuroinflammatory processes (Bardehle et al., 2013; Ajami et al., 2007). These findings suggest that long-term WD consumption not only impairs brain glucose metabolism but also contributes to neuroinflammation.

**TABLE 1:** Comparisons of regional standardized uptake value ratios* between the control and the Western diet group.

Regions	Control group	Western diet group	*p-*value
Bilateral cerebral cortex	1.34 (0.29)	1.13 (0.35)	0.226
Bilateral basal forebrain	1.71 (0.31)	1.36 (0.45)	0.092
Bilateral olfactory bulb	1.05 (0.30)	0.81 (0.36)	0.167
Bilateral thalamus	2.23 (0.34)	1.54 (0.41)	0.003
Bilateral cerebellum	1.09 (0.09)	1.00 (0.16)	0.234
Right striatum	1.72 (0.42)	1.46 (0.46)	0.252
Left striatum	1.8 (0.32)	1.44 (0.53)	0.127
Right hippocampus	1.65 (0.41)	1.37 (0.46)	0.222
Left hippocampus	1.9 (0.32)	1.39 (0.38)	0.011
Right amygdala	1.53 (0.26)	1.41 (0.36)	0.445
Left amygdala	1.55 (0.21)	1.34 (0.33)	0.147

*Regional standardized uptake value ratio (SUVRWB) was calculated by dividing the standardized uptake value for each regional VOI by the standardized uptake value for the brain stem as a reference region. All values are presented as mean (standard deviation), *n* = 5/group.

### 3.2 Effect of WD on Alzheimer’s disease pathology

Four-week-old male C57BL/6J mice were randomly assigned to the control and WD groups (*n* = 9 per group) and fed either standard chow or WD for 20 weeks. Following the dietary intervention, cognitive function was assessed using the Y-maze and Morris water maze tests. Mice in the WD group exhibited significant impairment in working memory, as well as spatial learning and memory capabilities, compared with those in the control group (Figures 2A–D). To evaluate AD pathology, we analyzed the expression levels of APP, BACE1, p-Tau, and Aβ oligomers in the hippocampus (Hirota et al., 2022). The WD significantly increased the expression of APP, p-Tau, and Aβ oligomers (Figures 2E, F).

**FIGURE 2:**
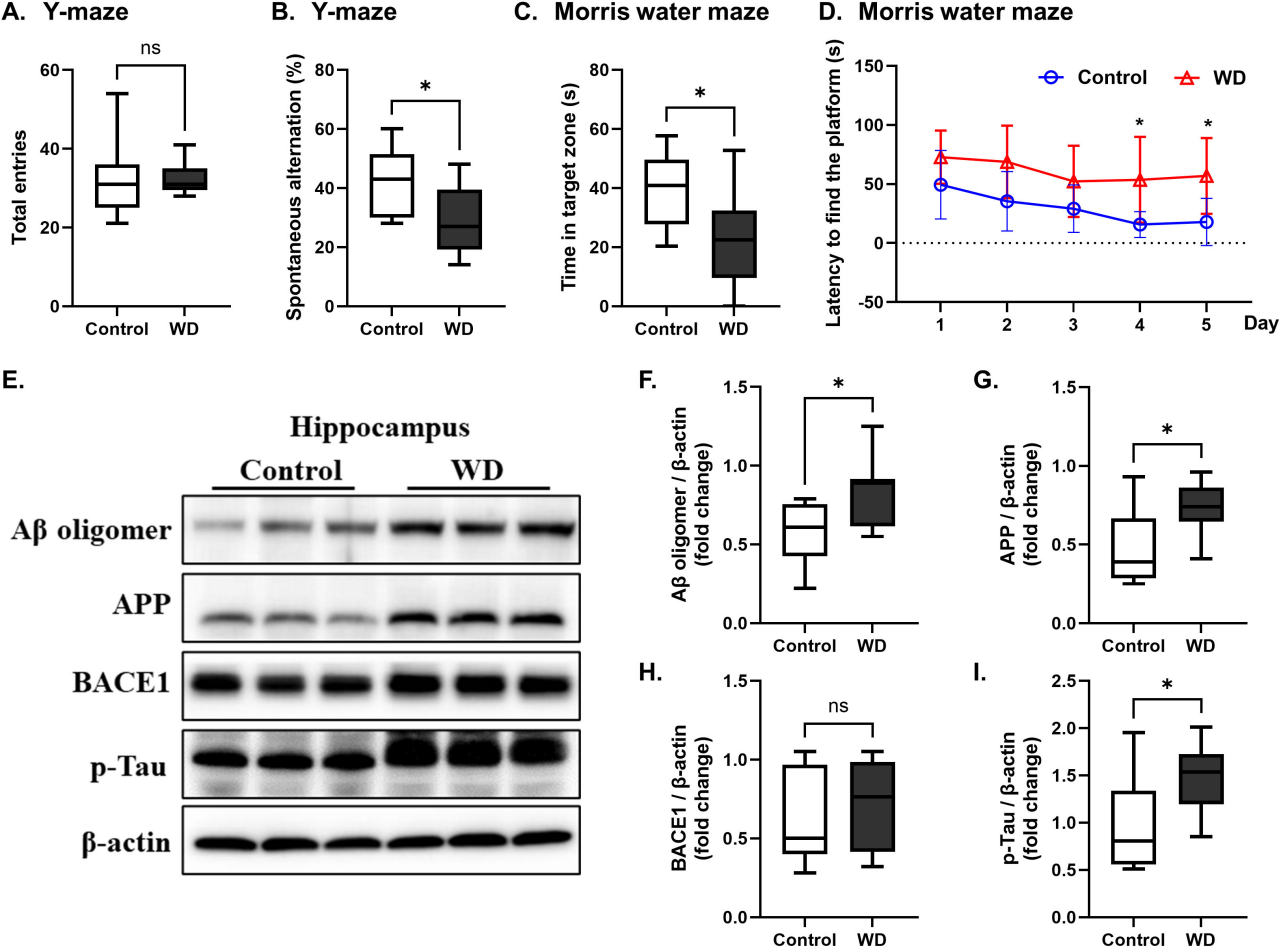
Western diet (WD) induces cognitive deficits and Alzheimer’s disease pathology in mice. (A,B) Spatial memory performance was evaluated using the Y-maze test. Although the total number of entries did not differ significantly between the control and WD groups, the spontaneous alternation percentage was significantly lower in the WD group, indicating impaired spatial memory. (C,D) Working memory was assessed using the Morris water maze (MWM) test. During the probe trial, the WD group exhibited a significant reduction in the time spent in the target zone compared with that of the controls, demonstrating working memory deficits. The learning phase of the MWM over five consecutive days showed that while both groups improved their performance over time, the WD group had a longer latency to find the platform compared with that of the control group. (E–I) The expression levels of AD-related proteins were examined in hippocampal tissues. Mice fed a WD showed a significant increase in Aβ oligomers, APP, and p-Tau compared with those in the control group. BACE1 levels did not change significantly between the two groups. The results are presented as mean ± SD. Asterisks denote statistically significant differences compared with the control group, with *p < 0.05, ns = no significant difference according to Student’s *t*-test.

### 3.3 WD–induced synaptic loss and neuronal damage

The expression of PSD-95, which is crucial for synaptic plasticity (Citri and Malenka, 2008), was significantly reduced in the hippocampus of WD group (Figures 3A, B). Histological analysis showed that WD induced significant neuronal damage in the hippocampus, specifically disrupting the arrangement of pyramidal cells in the CA1 region, which is important for memory and cognition (Figures 3C–G).

**FIGURE 3:**
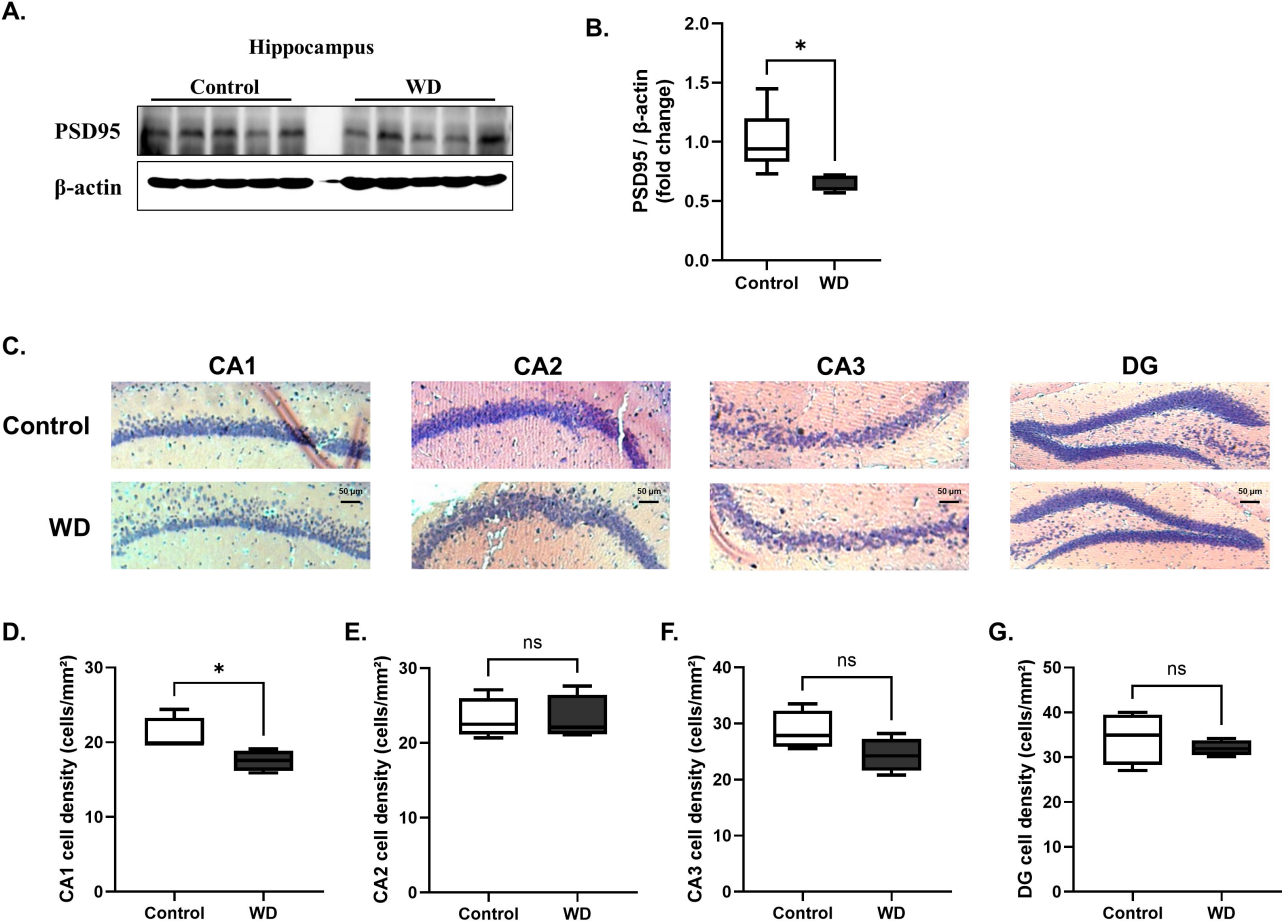
Western diet (WD) induces significant hippocampal neurodegeneration. (A,B) Western blot analysis shows that the synaptic protein PSD95 was significantly decreased in the hippocampus of WD group compared with that in the controls. (C) Representative histological images of hippocampal regions (CA1, CA2, CA3, and DG) stained to assess neuronal density and structure. Images were obtained at 100 × magnification, showing notable differences in the hippocampal CA1 region between the WD and control groups. (D–G) Quantitative analysis of neuronal intensity across different hippocampal subregions. Neuronal damage was significantly pronounced in the CA1 region of WD group, with reduced neuronal intensity compared with that in the controls. No significant changes were observed in the CA2, CA3, and DG regions. The results are expressed as mean ± SD with sample sizes of *n* = 5 for western blot quantification and *n* = 4 for histological analysis. Asterisks denote statistically significant differences compared with the control group, with *p < 0.05, ns = no significant difference according to Student’s *t*-test.

### 3.4 Identification of eWAT-associated pro-inflammatory cytokines

To identify eWAT-associated pro-inflammatory mediators induced by WD feeding, we conducted integrated plasma proteomic and adipose transcriptomic analyses. Plasma cytokine profiles were assessed using the RayBiotech L308 cytokine antibody array, revealing differential expression patterns between control and WD mice groups, visualized as a heatmap (Figure 4A). A list of cytokines upregulated in the plasma of the Western diet group compared to the control group is presented in Supplementary Table 3. 

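In all, 14 libraries of epididymal fat RNA, from mice fed the control diet or the Western diet (WD) for 20 weeks, were mapped to the groups of the paper. The labels give 2 batches. Batch 1 holds 4 control and 5 WD libraries, and batch 2 holds 5 control libraries, so that all 14 libraries compare 9 controls with 5 WD mice. Fig. 4B and Fig. 4C show 4 control and 5 WD columns for the sequencing data, the numbers of batch 1, and batch 1 was therefore used for the comparison of diets. By their number alone, those columns were taken to leave out the batch 2 controls, replicates 5 to 9. The paper gives no reason. Supplemental Table S2 points to other controls. In a comparison made after the values were seen, 112 of its 115 folds lay within 0.1% of those from all 9 controls. With the batch 1 controls 0 did, so results in batch 1 do not repeat the comparison behind Table S2. Because every WD library belongs to batch 1, diet and batch cannot be separated when WD mice are compared with the batch 2 controls. QuantSeq primes cDNA at the poly(A) tail and yields reads near the 3′ end of each transcript, so a gene's count does not grow with its length. The authors aligned the reads with Bowtie2, counted unique and multiple alignments on each gene with Bedtools, and deposited the counts of 23282 genes. Since multiple alignments were counted, reads of near-identical or overlapping genes can be counted at more than 1 gene. The methods do not mention molecular identifiers, so copies of the same molecule made by PCR are counted as separate reads, and the precision given by depth covers counting error only. The authors also deposited log2 values of these counts after TMM and CPM normalization in edgeR, with 1 added before the logarithm. Total counts ranged from 11163608 to 12334105 in the batch 1 controls (median 11867917), from 11116450 to 13274591 in the WD libraries (median 12562805), and from 10278970 to 13712254 in the batch 2 controls (median 12621058). At these depths 3 counts correspond to between 0.219 and 0.292 CPM, taken as the smallest level that could be shown. Between 10903 and 13780 genes had at least 1 count in a WD library and between 12294 and 13501 in a batch 2 control, whereas control replicate 4 of batch 1 had 7999. No pair of libraries in a group differed by as little as sampling noise. Across genes, the correlation of the deposited log2 values between libraries of a group was 0.41 to 0.78 in the batch 1 controls, 0.72 to 0.91 in the WD group and 0.87 to 0.92 in the batch 2 controls; genes are not independent replicates. Genes marked as specific to the epididymis, the organ the fat pad is attached to, took 5.10% of the counts of control replicate 1 and at most 0.00220% of any other library. Differences between diets were tested with edgeR's quasi-likelihood test on the counts, with TMM normalization, edgeR's filter on low counts and Benjamini-Hochberg adjustment (FDR). CPM values are given as mean ± SD with TMM normalization.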

Meanwhile, QuantSeq 3′-mRNA sequencing of epididymal fat–representative of eWAT–was performed to detect gene expression changes associated with immune and inflammatory responses. A heatmap of the top 300 differentially expressed genes (*p* < 0.05, highest fold changes) highlighted robust transcriptomic alterations in WD mice group (Figure 4B).

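In batch 1, 12157 genes passed the filter on low counts. Of these, 628 had an unadjusted p under 0.05 in edgeR's quasi-likelihood test, 407 of them higher and 221 lower in the WD group. None had an FDR under 0.05, and the lowest FDR was 0.295. The 300 genes with the largest fold changes among those 628 comprised 187 higher and 113 lower genes, each with a log2 fold change of at least 1.69 in size. For 139 of the 300 genes the 4 control and 5 WD libraries did not overlap, an arrangement that chance gives in 1.59% of cases for a gene not chosen by its p. The 4 controls all had 3 counts or fewer for 95 of the 300 genes. The size of a fitted fold change is poorly determined at such counts. Control replicate 1, with its share of epididymis RNA, was the highest control for 78 of the 113 lower genes. The set of libraries moved the number of genes most. With all 9 controls and no batch term, 67 of 12653 genes had an FDR under 0.05, 55 higher and 12 lower, and 978 had an unadjusted p under 0.05. All 67 genes changed in the same direction in batch 1, which shares 9 of the 14 libraries, and all 67 had an unadjusted p under 0.05 there. With batch as a covariate, the same 14 libraries gave 1 gene with an FDR under 0.05. Against the batch 2 controls only, 773 genes had an FDR under 0.05. DESeq2 gave 114 such genes in batch 1. With each batch 1 library left out in turn, edgeR's test gave no gene with an FDR under 0.05 in batch 1, apart from 48 genes when control replicate 4 was left out. The 300 genes with the largest fold changes over all 14 libraries shared 124 genes with those of batch 1. The 4 genes with the lowest FDR over all 14 libraries, chosen after their values were seen, were Rab7b, Akap5, Lipa and Lrrc17. Rab7b had a log2 fold change of 2.62 (standard error 0.35, FDR = 0.00274 from edgeR's quasi-likelihood test) and Lipa of 2.17 (standard error 0.30, FDR = 0.00274 from the same test). The counts of Akap5 and Lrrc17, on chromosomes 12 and 5, differed by a ratio of only 0.948 to 1.01 in every library, and whether their changes are independent is not known.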

**FIGURE 4:**
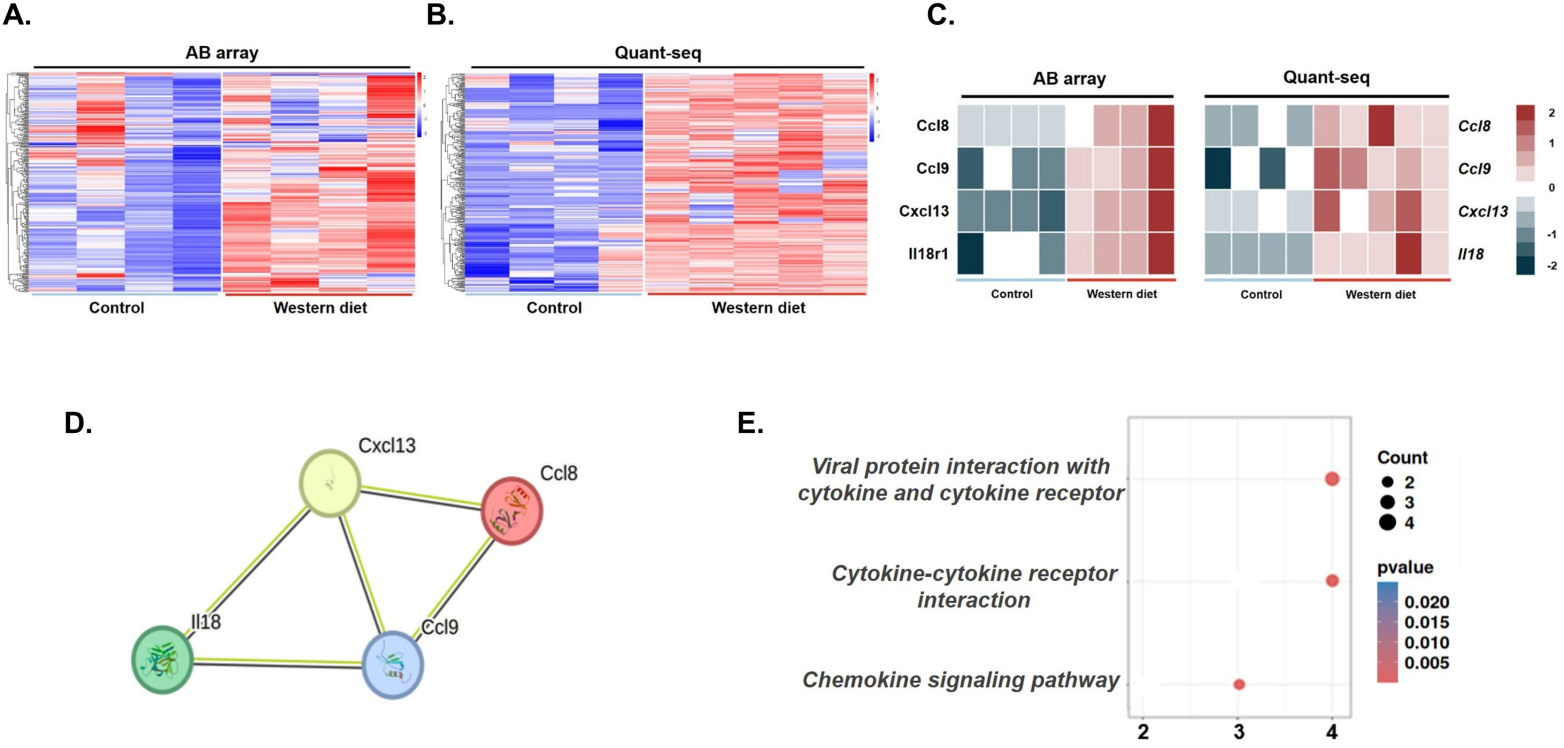
Identification of epididymal white adipose tissue (eWAT)-associated pro-inflammatory cytokines using AB array and QuantSeq 3′-mRNA sequencing. (A) Heatmap of cytokine expression in eWAT using the AB array. A total of 115 cytokines were significantly upregulated in the WD group compared with those in the control group, as indicated by the color scale representing relative expression levels (blue: downregulation, red: upregulation). (B) Heatmap of cytokine expression in eWAT determined using QuantSeq 3′-mRNA sequencing. In this analysis, 132 cytokines showed significant upregulation in the WD group compared with those in the control group, with similar color coding for relative expression changes. (C) A subset of five cytokines, including CCL8, CCL9, CXCL13, and IL-18, were consistently increased across both datasets (AB array for eWAT and QuantSeq for plasma) and were identified as eWAT-associated pro-inflammatory cytokines contributing to systemic and neuroinflammation in the WD group. (D) Protein–protein interaction (PPI) network analysis of differentially expressed genes (DEGs) was constructed using known interaction data. The network highlights significant interactions among key pro-inflammatory cytokines, illustrating the interconnected roles of these factors in inflammatory signaling. (E) Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis of the DEGs, with significant pathways related to inflammation, such as cytokine–cytokine receptor interaction and the chemokine signaling pathway. The *x*-axis denotes the number of genes associated with each pathway, while the size and color of the dots represent gene count and statistical significance, respectively.

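Supplemental Table S2 lists 115 genes for the WD group, and all were found in the deposited counts. In batch 1, 114 of them passed the filter on low counts, all but Il7. In edgeR's quasi-likelihood test 113 were higher in the WD group than in the control group and Csf1 was lower, with a median log2 fold change of 1.50. An unadjusted p under 0.05 was found for 52 of the 114 genes and an FDR under 0.05 for none. When the adjustment covered only the list, 19 genes had an FDR under 0.05, a count that shows no stability because the list was chosen on the same data. Over all 14 libraries without a batch term, 113 of the 115 genes were higher and Csf1 and Il7 were lower. Of the 115 genes, 89 then had an unadjusted p under 0.05, 16 had an FDR under 0.05 over all genes, and 84 had an FDR under 0.05 over the list. Adgre1, which encodes the macrophage antigen F4/80, was 72.4 ± 67.2 CPM (SD, n = 4) in the batch 1 controls and 279 ± 80.5 CPM (SD, n = 5) in the WD group. Its log2 fold change was 1.94 in batch 1 (standard error 0.55, FDR = 0.478 in edgeR's test) and 2.30 over all 14 libraries (standard error 0.39, FDR = 0.00973 in the same test). Itgax, which encodes the integrin CD11c, rose from 9.96 ± 9.64 CPM (SD, n = 4) to 57.9 ± 13.2 CPM (SD, n = 5), with an FDR of 0.434 in batch 1 and 0.0278 over all 14 libraries in edgeR's test. Diet and batch are not separated over all 14 libraries without a batch term, or against the batch 2 controls only. With batch as a covariate over all 14 libraries, the FDR in edgeR's test was 0.163 for Adgre1 and 0.257 for Itgax. For both genes every WD library exceeded every control (exact permutation test in batch 1, two-sided p = 0.00794, the smallest that 4 libraries against 5 allow, and 0.0238 after adjustment over these genes, Cd68, Trem2, Lfng and Ubd). The adjustment does not allow for the choice of these genes from Table S2, which rests on the same libraries. Cd68 and Trem2 were higher in control replicate 4 than in any other control and had an FDR of 1.00 in batch 1 and of 0.312 and 0.333 over all 14 libraries in edgeR's test. In batch 1 the exact permutation p was 0.0714 for Cd68 and 0.0397 for Trem2, and 0.0794 and 0.0595 after the same adjustment. Over all 14 libraries the exact permutation p was 0.00549 for Cd68 and 0.00250 for Trem2, 0.00659 and 0.00375 after the same adjustment. Against the batch 2 controls only, the FDR in edgeR's test was 1.3e-05 for Cd68 and 3.4e-05 for Trem2. Without control replicate 4, the FDR in batch 1 was 0.153 for Cd68 and 0.00235 for Trem2. In the same fit it was 0.0301 for Adgre1 and 0.00572 for Itgax. Leaving out any other batch 1 library gave no gene with an FDR under 0.05.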

From this combined analysis, 115 genes were upregulated in eWAT and 132 cytokines were increased in plasma. Four cytokines–C–C motif chemokine ligand 8 (CCL8), CCL9, C–X–C motif chemokine ligand 13 (CXCL13), and interleukin-18 (IL-18)–were significantly increased in both datasets and identified as eWAT-associated pro-inflammatory cytokines (Figure 4C). 

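Ccl8 lies on chromosome 11 of GRCm38 from 82115185 to 82116799 and Ccl9 on the same chromosome from 83572917 to 83578636. Cxcl13 lies on chromosome 5 from 95956939 to 95961068 and Il18 on chromosome 9 from 50565368 to 50581837. All 4 are protein-coding genes in the annotation, and no other annotated gene overlaps them. In batch 1, Ccl8 was 23.1 ± 17.1 CPM (SD, n = 4) in the control group and 42.1 ± 26.9 CPM (SD, n = 5) in the WD group. Its log2 fold change was 0.86 (standard error 0.70, FDR = 1.00 from edgeR's quasi-likelihood test). A difference was not shown for Ccl8 (exact permutation test of log2(CPM + 1), two-sided p = 0.270). Ccl9 was 176 ± 107 CPM (SD, n = 4) in controls and 325 ± 131 CPM (SD, n = 5) in WD mice, a log2 fold change of 0.88 (standard error 0.48, FDR = 1.00 from edgeR's test; exact permutation p = 0.103). Cxcl13 rose from 3.73 ± 2.53 CPM (SD, n = 4) to 19.5 ± 11.9 CPM (SD, n = 5), a log2 fold change of 2.39 (standard error 1.22, FDR = 1.00 from edgeR's test). Of the 5 WD libraries, 4 had more Cxcl13 than every control (exact permutation p = 0.0397). Il18 was 2.65 ± 5.24 CPM (SD, n = 4) in controls, where 1 library had 125 counts and the others 1 or 0, and 15.6 ± 8.67 CPM (SD, n = 5) in the WD group, a log2 fold change of 2.55 (standard error 1.69, FDR = 1.00 from edgeR's test). All 5 WD libraries had more Il18 than each of the 4 controls (exact permutation p = 0.00794). After adjustment over the 4 genes, the exact permutation p was 0.270 for Ccl8, 0.138 for Ccl9, 0.0794 for Cxcl13 and 0.0317 for Il18. The paper chose the 4 genes with Table S2, which rests on the same libraries, and the adjustment does not allow for that choice.
Over all 14 libraries, the 9 controls had 18.1 ± 12.7 CPM of Ccl8, 134 ± 84.5 CPM of Ccl9, 3.86 ± 2.60 CPM of Cxcl13 and 6.89 ± 5.66 CPM of Il18 (SD, n = 9). The adjusted exact permutation p, from 2002 splits of the libraries, was then 0.0814 for Ccl8, 0.0220 for Ccl9, 0.0160 for Cxcl13 and 0.0613 for Il18. These splits exchange libraries between batches, so a small p does not separate diet from batch. In edgeR's test over these libraries the FDR was 0.661 for Ccl8, 0.229 for Ccl9, 0.471 for Cxcl13 and 0.987 for Il18. With batch as a covariate, the FDR from the same test was 0.884 for Ccl8, 0.650 for Ccl9, 0.657 for Cxcl13 and 0.656 for Il18. The batch 2 controls alone had 10.3 ± 3.33 CPM of Il18 (SD, n = 5), between the batch 1 controls and the WD group, and only 1 WD library had more Il18 than every control of both batches. Against the batch 2 controls only, Ccl9 had a log2 fold change of 1.70 (standard error 0.31, FDR = 0.00272 from edgeR's test), and the FDR of the other cytokines was 0.135 for Ccl8, 0.123 for Cxcl13 and 0.584 for Il18.

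**Figure D1:**
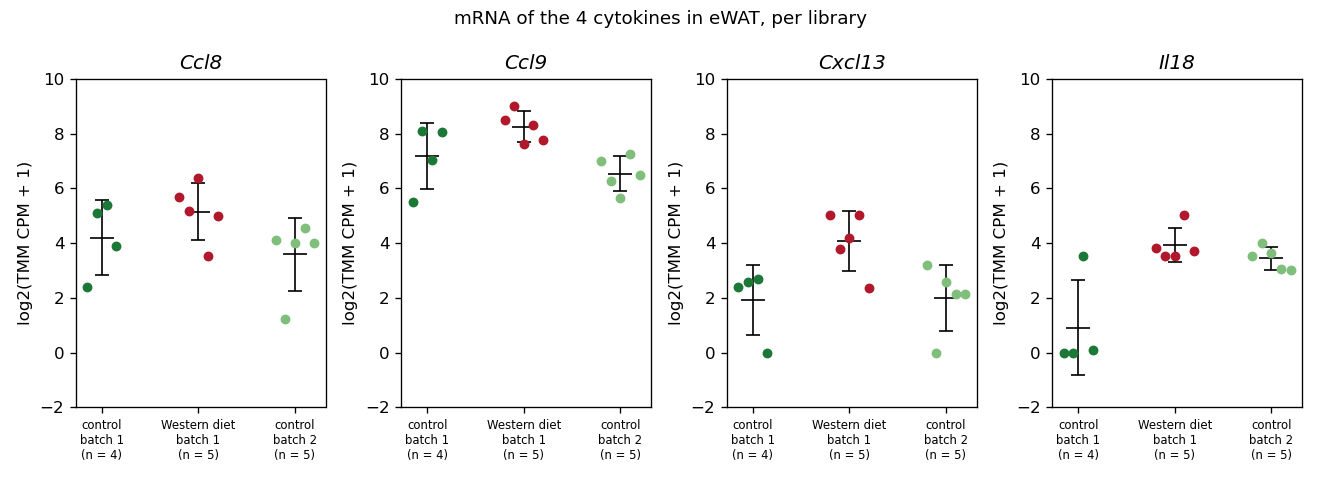
Level of Ccl8, Ccl9, Cxcl13 and Il18 mRNA in each library, as log2 of the TMM-normalized CPM + 1, for the 4 controls of batch 1, the 5 WD mice of batch 1 and the 5 controls of batch 2. Points are libraries, horizontal lines are means and bars are SD; Il18 is lower in the batch 1 controls, apart from 1 library, than in the batch 2 controls.

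The names of 10 genes stand in both Table S2 and Table S3, and 6 of them are not among the 4 cytokines. Of those 6, Vcam1 had a log2 fold change of 1.26 in batch 1 (standard error 0.45, FDR = 0.661 from edgeR's test), Grn of 1.15 (standard error 0.41, FDR = 0.661 from the same test), Il1rl1 of 2.24 (FDR = 1.00) and Ccl5 of 1.56 (FDR = 1.00). Csf1 fell by 0.32 on the log2 scale (FDR = 1.00 in edgeR's test), and Il7 had between 0 and 65 counts in the batch 1 libraries and was not tested there. For Csf1, Il7 and Il1rl1, Table S2 prints a fold and p that match Csf1r, Il7r and Il1rn in the deposited values. That match was sought after the values were seen. For Vcam1 and Il1rl1 all 5 WD libraries exceeded the 4 controls of batch 1 (exact permutation p = 0.00794 each, 0.0238 after adjustment over the 6 genes). Table S2 was chosen on the same data, which this adjustment does not allow for. The adjusted exact permutation p in batch 1 was 0.0952 for Grn, 0.238 for Ccl5, 0.563 for Csf1 and 0.563 for Il7. With all 9 controls it was 0.00599 for Vcam1, 0.00599 for Grn, 0.0579 for Il1rl1, 0.129 for Ccl5, 0.749 for Csf1 and 0.960 for Il7. The test with all 9 controls does not separate diet from batch. Against the batch 2 controls only, the FDR from edgeR's test was 0.00210 for Vcam1, 0.0239 for Grn, 0.300 for Ccl5, 0.479 for Il1rl1, 0.979 for Csf1 and 0.912 for Il7. An antisense gene overlaps Vcam1 and another overlaps Il7 in the annotation, and the methods do not say whether counting used the strand. From the presence of the 4 cytokines among the genes increased in eWAT and the proteins increased in plasma, the paper identifies them as eWAT-associated pro-inflammatory cytokines.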

A PPI network analysis confirmed that these cytokines form a functionally interconnected cluster (Figure 4D). KEGG pathway enrichment analysis revealed that these molecules are primarily involved in cytokine–cytokine receptor interaction (*p* = 0.0003), viral protein interaction with cytokine and cytokine receptor (*p* = 0.0004), and the chemokine signaling pathway (*p* = 0.0006) (Figure 4E).

### 3.5 Validation of eWAT-associated pro-inflammatory cytokines

To validate the increased expression of the identified eWAT-associated pro-inflammatory cytokines, western blot analysis was performed on eWAT samples from WD group. Recombinant CCL8, CCL9, CXCL13, and IL-18 were purchased from commercial suppliers and used in all *in vitro* experiments. Protein levels of CCL8, CCL9, CXCL13, and IL-18 were significantly increased in eWAT compared to controls (Figures 5A–E). ELISA of plasma samples also confirmed increased circulating levels of these cytokines in WD group (Figures 5F–I).

**FIGURE 5:**
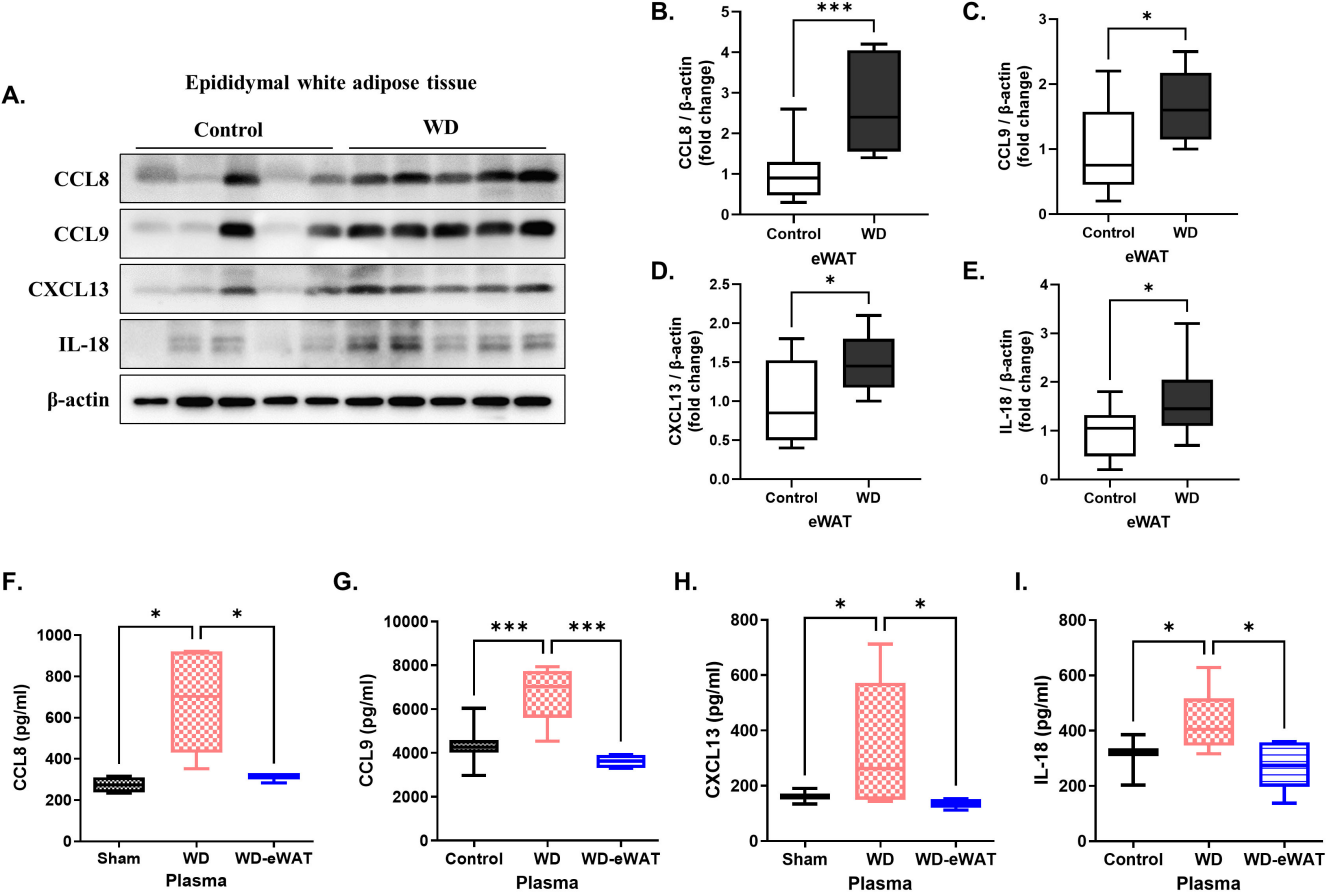
Validation of epididymal white adipose tissue (eWAT)-associated pro-inflammatory cytokines. A Western diet (WD) significantly increased the levels of eWAT-associated pro-inflammatory cytokines in both eWAT and plasma. (A–E) Western blot analysis validated a marked increase in the expression of eWAT-associated pro-inflammatory cytokines in the WD group compared with that in the controls. Specifically, the levels of CCL8, CCL9, CXCL13, and IL-18 were significantly upregulated in the eWAT of WD group, indicating heightened inflammatory activity in this tissue. (F–I) Corresponding ELISA analysis of plasma samples showed increased concentrations of these cytokines in the WD group, with significant increases observed for CCL8, CCL9, CXCL13, and IL-18. Importantly, in the eWAT-removal group, plasma levels of these cytokines were reduced to levels comparable to the sham, confirming that eWAT is a primary source of the increased circulating cytokines observed in the WD group. Both the control (normal diet-fed) and the WD group underwent the same surgical procedure without eWAT removal. The results are presented as mean ± SD with a sample size of *n* = 9 for western blot quantification and *n* = 5 for plasma ELISA assay. Asterisks denote statistically significant differences compared with the control group, with *p < 0.05 and ***p < 0.001, ns = no significant difference, One-way analysis of variance followed by Dunnett’s *post hoc* test.

To confirm eWAT as the primary source of these systemic cytokines, an eWAT-removal model was employed. The weight of the removed epididymal fat in WD group was measured as 2.36 ± 0.35 g (mean ± SD, data not shown). WD-eWAT group underwent surgical excision of epididymal fat after 20 weeks of WD feeding, while the sham group underwent the same procedure without fat removal. Both the control group (normal diet-fed) and the WD group underwent the same surgical procedure without eWAT removal. Plasma samples collected for 1-week post-surgery demonstrated a significant reduction in circulating cytokine levels in the WD-eWAT group.

### 3.6 eWAT-associated cytokine–mediated microglial activation and neuronal cytotoxicity

To investigate the effects of eWAT-associated pro-inflammatory cytokines on neuronal cell death, we first assessed cell viability in response to direct cytokine exposure. All cytokines showed no cytotoxic or proliferative effects on HT22 neuronal cells at concentrations ranging from 25 to 100 ng/mL (Figure 6A). At the same concentrations, these cytokines exhibited no cytotoxicity in BV2 microglial cells; instead, they increased BV2 proliferation, with the exception of IL-18. IL-18 enhanced BV2 cell proliferation only at 50 ng/mL (Figure 6B).

**FIGURE 6:**
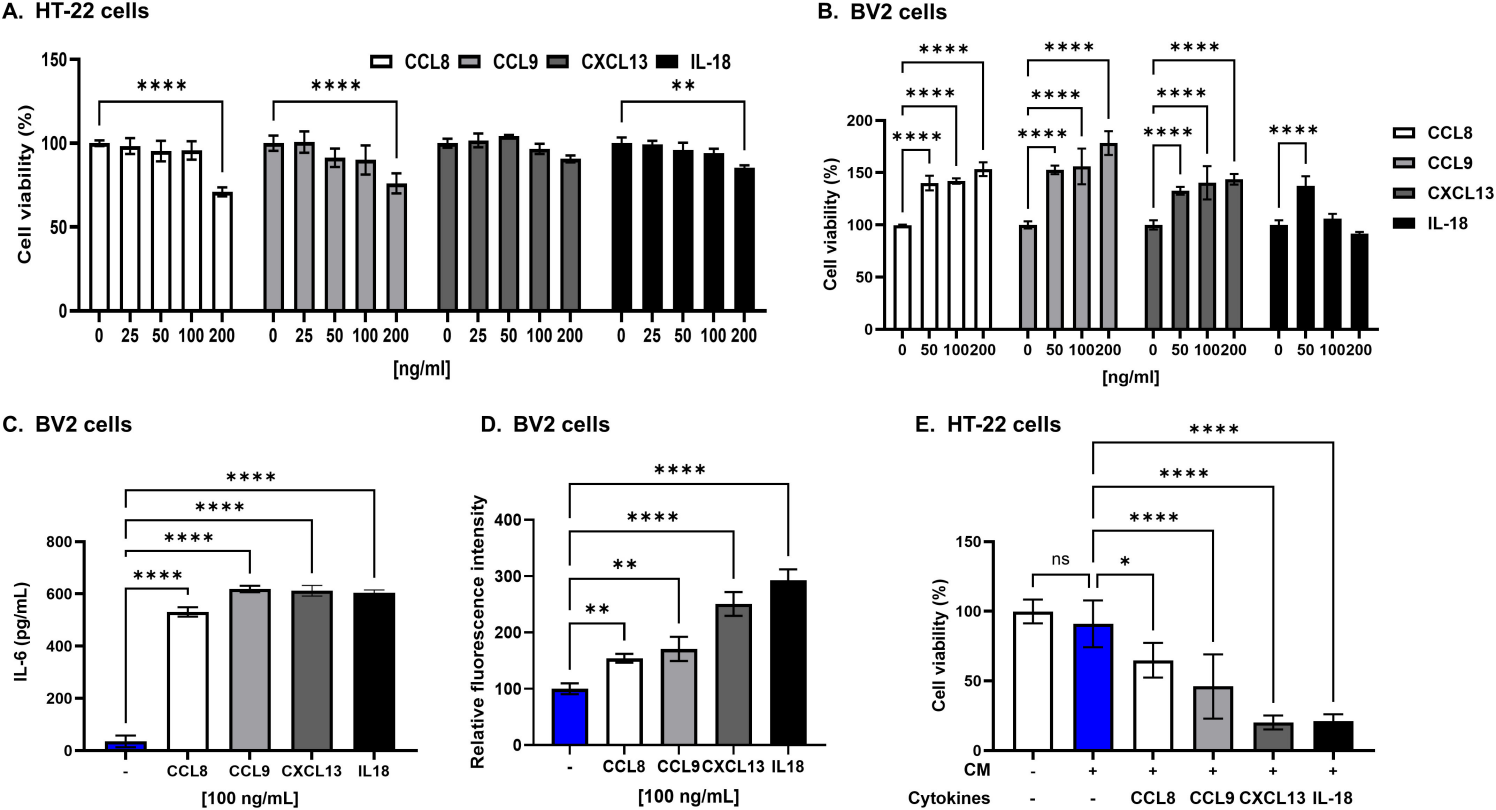
Epididymal white adipose tissue (eWAT)-associated pro-inflammatory cytokines induce significant neurotoxicity in HT22 cells. (A) The viability of HT22 hippocampal neuronal cells was not affected after 24 h of direct culture with eWAT-associated cytokines (CCL8, CCL9, CXCL13, and IL-18) at varying concentrations (25, 50, and 100 ng/mL). The results indicate no direct cytotoxic effects of these cytokines on hippocampal neurons under these conditions. (B) To evaluate the cytotoxicity of eWAT-associated cytokine in BV2 microglia, each cytokine was treated at a concentration of 50, 100, and 200 ng/ml. eWAT-associated cytokines did not induce cytotoxicity in BV2 microglial cells after 24 h of exposure, but they significantly increased microglial proliferation. (C) Treatment with each cytokine at a concentration of 100 ng/mL and analysis by ELISA showed that eWAT-associated pro-inflammatory cytokines significantly increased IL-6 secretion in BV2 microglial cells compared to those of untreated controls. (D) Intracellular reactive oxygen species (ROS) levels were measured in BV2 cells using a DCFDA fluorescence assay. Treatment with eWAT-associated cytokines led to a significant increase in ROS production, indicating oxidative stress–mediated microglial activation. (E) Treatment of HT22 hippocampal neurons with conditioned medium (CM) containing 100 ng/mL of each eWAT-associated cytokine to BV2 microglia significantly decreased cell viability, demonstrating the neurotoxic effect of cytokine-activated microglia on neurons. The data are presented as mean ± SD, with sample sizes ranging from *n* = 3 to *n* = 6 per group. Statistical significance is indicated by asterisks (*, compared with the control at 24 h): *p < 0.05, **p < 0.01, and ****p < 0.0001, ns = no significant difference, One-way analysis of variance followed by Dunnett’s *post hoc* test.

To examine the effects of eWAT-associated cytokines on microglial activation, we measured cytokine production from BV2 cells following treatment with eWAT-associated cytokines. ELISA analysis revealed a significant increase in IL-6 secretion in response to all tested eWAT-associated cytokines (Figure 6C). Additionally, treatment of BV2 cells with these cytokines led to a marked increase in intracellular reactive oxygen species (ROS) levels, as determined by a DCFDA assay, indicating the involvement of oxidative stress in microglial activation (Figure 6D).

To explore whether eWAT-associated pro-inflammatory cytokines induce neuronal cell death through microglial activation, we employed a conditioned media (CM) transfer approach. BV2 microglial cells were treated with eWAT-associated cytokines for 24 h, and the resulting CM was collected and applied to HT22 neuronal cells, which were then cultured for an additional 24 h. HT22 cells exposed to CM from cytokine-treated BV2 cells exhibited significantly greater cell death compared to those directly treated with the cytokines, suggesting that microglial-derived soluble factors mediate enhanced neurotoxicity (Figure 6E). This effect implicates the IL-6/STAT3 signaling pathway, which is crucial in chronic inflammation and neuroimmune processes (Millot et al., 2020; Hu et al., 2020).

### 3.7 Mechanisms of neuronal death induced by eWAT-associated pro-inflammatory cytokines

eWAT-associated pro-inflammatory cytokines increased the expression of p-STAT3 in BV2 cells compared with that in the controls (Figures 7A–C), indicating activation of the IL-6/STAT3 pathway. Notably, when BV2 cells were co-treated with eWAT-associated cytokines and Stattic, a STAT3 inhibitor, both microglial activation and IL-6 levels were significantly reduced. Furthermore, the conditioned medium from these co-treated BV2 cells induced less neuronal toxicity in HT22 cells, as evidenced by improved neuronal viability (Figures 7D–F). These findings suggest that eWAT-associated pro-inflammatory cytokines induce microglial activation and subsequent neurotoxicity via the IL-6/STAT3 signaling pathway.

**FIGURE 7:**
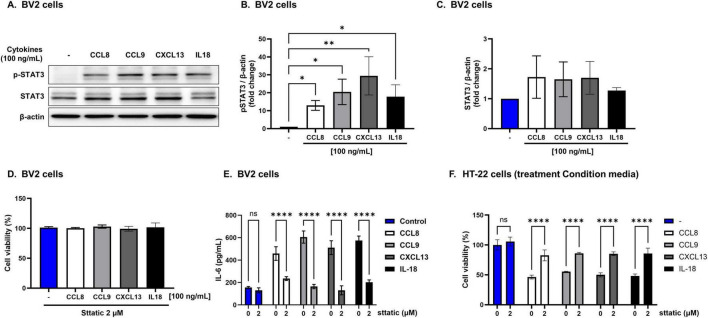
Neurotoxicity induced by epididymal white adipose tissue (eWAT)-associated cytokines via IL-6/STAT3-dependent microglial activation. Epididymal white adipose tissue (eWAT)-associated pro-inflammatory cytokines induce neurotoxicity via IL-6/STAT3 pathway activation. (A–C) Western blot analysis revealed that eWAT-associated cytokines significantly increased p-STAT3 in BV2 cells while total STAT3 levels remained unchanged. (D,E) Co-treatment of BV2 cells with cytokines and the STAT3 inhibitor Stattic (2 μM) reduced IL-6 secretion and microglial activation, and the conditioned media from these co-treated cells led to improved viability of HT22 neuronal cells, indicating attenuation of neurotoxicity. (F) HT22 hippocampal neuronal cells cultured with conditioned medium from cytokine-treated BV2 cells showed improved viability when Stattic was present, further confirming that inhibiting the STAT3 pathway reduces neurotoxic effects mediated by eWAT-associated cytokines. Results are expressed as mean ± SD (*n* = 3 per group). Statistical significance is denoted by asterisks (*), where **p < 0.01, and ****p < 0.0001, ns = no significant difference, One-way analysis of variance followed by Dunnett’s or Holm–Sidak’s *post hoc* test.

## 4 Discussion

This study provides compelling evidence that WD-induced inflammation plays a significant role in AD pathogenesis, supporting the increasingly accepted theory that neuroinflammation, driven by peripheral inflammatory mediators, is a primary driver of AD (Leng and Edison, 2021).

Our findings indicate that mice on a WD exhibited not only eWAT and systemic inflammation but also neuroinflammation, which was accompanied by cognitive decline and increased AD biomarker levels in brain tissue. In particular, we identified pro-inflammatory cytokines originating from eWAT that were concurrently elevated in both eWAT and plasma of WD group. These cytokines were shown to activate microglia and induce neuronal cell death in hippocampal neurons, potentially establishing a critical mechanistic link between peripheral inflammation and central nervous system pathology (Walker et al., 2023).

Mice were introduced to a WD at 5 weeks of age and continuously exposed for 20 weeks to assess the chronic effects of dietary intake on neurobiological outcomes independent of aging-related cognitive decline. Previous studies have reported that even short-term exposure to a high-fat diet in young rodents impairs hippocampal function, increases BBB permeability, and induces memory deficits without aging-related pathology (Xia et al., 2024; Bagchi and MacDougald, 2019). In contrast, aged mice generally exhibit lower basal metabolic rates and reduced physical activity, leading to decreased caloric requirements and overall food intake (Solon-Biet et al., 2015; Sadria and Layton, 2021). As a result, insufficient WD consumption in aged models may fail to induce the metabolic disturbances typically observed in younger animals, thereby attenuating the expected pathological outcomes. Furthermore, exposure to a Western diet during early life stages has been shown to exert more severe and lasting effects on brain development, metabolic regulation, and inflammatory responses compared to exposures later in life, leading to long-term physiological and cognitive impairments (Saito et al., 2023). Notably, individuals carrying the APOE4 allele are prone to earlier amyloid beta accumulation, underscoring the importance of early intervention in Alzheimer’s disease (Hampel et al., 2020).

Previous studies have supported the association between WD rich in saturated fats and sugars and AD, indicating that these dietary patterns significantly contribute to AD development (Graham et al., 2016). A key clinical trial demonstrated that while a Mediterranean diet increased cerebrospinal fluid amyloid-beta 42/40 ratios and cerebral perfusion in cognitively normal individuals, a WD decreased these metrics, potentially exacerbating AD pathology (Hoscheidt et al., 2022). Consistent with these human studies, animal research has provided critical insights into the influence of dietary patterns on AD. Notably, an animal study revealed that a WD could induce robust glial activation in both aging and AD in mouse models (Graham et al., 2016). Another study with APPs we mice demonstrated that WD feeding accelerates hippocampal Aβ plaque formation, with significant Aβ plaque detection occurring as early as 5 months, much earlier than in control mice where plaques appeared at 16 months (Wieckowska-Gacek et al., 2021a). Furthermore, WD feeding was shown to increase the levels of APP and its cleavage products within 3 weeks, leading to faster accumulation and reduced clearance of Aβ plaques. These findings indicate that WD feeding exerts a significant effect on AD development. These previous studies agree with our results, where we observed an increase in AD pathologic biomarkers in the brain, including increased protein expressions of APP, p-Tau, and Aβ in hippocampal tissues, following WD feeding. However, the results did not show a significant difference in BACE1 production between the normal diet and WD groups. Previous studies have reported that BACE1 expression is increased in the hippocampus of AD patients in both early (Braak II) and late (Braak VI) stages. However, These results suggest that BACE1 elevation may occur predominantly at earlier stages (mild cognitive impairment, MCI), and its absence here may reflect a later stage or a model not fully replicating early disease processes (Picón-Pagès et al., 2020; Hampel et al., 2020). In addition, BACE1 expression and activity have been reported to be increased in early stages of AD, such as MCI, but not increased or decreased in late stages (Cheng et al., 2014). These results suggest that upregulation of BACE1 may precede Aβ and p-tau accumulation, and the absence of changes in this study may be due to the difference in disease stages. Moreover, our study demonstrated that a WD led to decreased PSD 95 protein expression, indicating a decline in neuronal synaptic plasticity, a critical element of cognitive function. Concurrently, we documented decreases in the number of pyramidal cells in the CA1 region of the hippocampus and in cerebral glucose metabolism in the thalamus and hippocampus regions intricately linked with AD neurodegeneration (Choo et al., 2007). Hence, our results further reinforce the consensus regarding the significant impact of a WD on AD pathogenesis (Wieckowska-Gacek et al., 2021a; Wieckowska-Gacek et al., 2021b).

Neuroinflammation is pivotal in AD development, exacerbating disease progression by activating glial cells and leading to neuronal damage and Aβ accumulation (Kinney et al., 2018; Heneka et al., 2015). WDs have been shown to induce peripheral inflammation across multiple organs, including the eWAT, liver, gastrointestinal tract, pancreas, brain, cardiovascular system, skin, and musculoskeletal system, contributing to chronic systemic inflammation and neuroinflammation. Understanding the chronic systemic inflammatory process affected by WD-induced peripheral inflammation and how it may initiate neuroinflammation is crucial for elucidating the relationship between WD and AD pathogenesis (Walker et al., 2023). The present study focused specifically on WD-induced eWAT inflammation as a primary source of neuroinflammation (Neuhofer et al., 2014; Tran et al., 2020). WD feeding leads to adipocyte expansion and dysfunction in eWAT, resulting in the release of pro-inflammatory cytokines and the recruitment of inflammatory immune cells, such as M1-type macrophages (Weisberg et al., 2003). This local inflammatory response in eWAT can escalate to systemic inflammation and subsequently to neuroinflammation, both of which are key contributors to AD pathology (Walker et al., 2023; Kiliaan et al., 2014). Our experimental findings, derived from a mouse model fed a WD, detail the progression from eWAT inflammation to neuroinflammation with the activation of astrocytes and microglia. These results provide crucial insights into the potential mechanisms linking dietary patterns and the exacerbation of AD. By establishing a clear correlation between WD-induced eWAT inflammation and neuroinflammatory outcomes, our study supports the hypothesis that interventions targeting eWAT inflammation could mitigate AD progression by modulating neuroinflammatory pathways. This perspective aligns with emerging therapeutic strategies that focus on dietary modification and metabolic health to manage or delay the onset of AD (Khemka et al., 2023; Wieckowska-Gacek et al., 2021b).

eWAT inflammation is theorized to trigger both systemic and neuroinflammation, thereby influencing AD development, yet the specific mechanisms involved remain to be fully elucidated (Pichiah et al., 2020; Kim et al., 2022). Emerging evidence suggests that pro-inflammatory cytokines released from eWAT might cross the BBB via the bloodstream during systemic inflammation, thereby exerting direct or indirect effects on neuronal cells (Ojala and Sutinen, 2017; Quaranta et al., 2023; Gao et al., 2021). In our research, we identified eWAT-associated pro-inflammatory cytokines–CCL8, CCL9, CXCL13, and IL-18–that were increased in both the eWAT and plasma. Importantly, we confirmed the causal role of eWAT in driving systemic inflammation by demonstrating that plasma levels of eWAT-associated cytokines were significantly reduced in the eWAT-removal group, reaching levels comparable to those of sham. This observation strongly supports the concept that eWAT is a primary source of circulating inflammatory mediators following WD feeding, and that surgical removal of eWAT effectively attenuates systemic cytokine burden.

Visceral adipose tissue consists of several depots, including epididymal, mesenteric, retroperitoneal, and perirenal fat. In this study, eWAT was for removal, as it represents the largest visceral white fat depot in male mice and is well established as a major source of inflammation and metabolic dysregulation (Xu et al., 2003; Weisberg et al., 2003). This does not imply that other eWAT depots are uninvolved in systemic or neuroinflammation. However, given its accessibility, substantial volume, and robust inflammatory profile, eWAT serves as a practical and reliable model for investigating the mechanistic link between eWAT inflammation and neuroinflammation. It cannot be completely ruled out that the reduction in plasma cytokine levels observed in the WD-eWAT group may, in part, reflect the effects of the surgical procedure itself rather than eWAT removal alone. However, previous studies have demonstrated that high-fat diet intake induces inflammation in visceral adipose tissue, particularly eWAT, leading to systemic inflammation. Furthermore, surgical removal of inflamed eWAT has been shown to reduce circulating inflammatory cytokines and alleviate liver inflammation in obese mice (Mulder et al., 2016). Although some studies have suggested that fat removal alone may not significantly alter the whole-body metabolic profile (Liu et al., 2021), our findings clearly showed a reduction in plasma cytokine levels following eWAT removal. Notably, sham surgery was performed in the WD group to control the effects of the surgical procedure itself. These observations further support the interpretation that the reductions in plasma cytokine levels observed in the WD-eWAT group are attributable to the removal of pathologically inflamed eWAT rather than the surgical procedure itself.

Therefore, eWAT not only serves as origin of peripheral inflammations but also acts as a modifiable contributor to downstream neuroinflammatory cascades. These cytokines have known roles in neuroinflammatory processes across the BBB and could affect AD pathogenesis: CCL8 is involved in exacerbating neuroinflammation by attracting immune cells (Zhang et al., 2023; Lind et al., 2017; Almutairi et al., 2021); CCL9 is crucial in microglial activation, a key component in neurodegenerative diseases (Ciechanowska et al., 2020; Rojewska et al., 2018); CXCL13 is implicated in CNS autoimmune responses (Pan et al., 2022; Klimatcheva et al., 2015); and IL-18 is associated with increased neuronal death and neurotoxicity (Wu et al., 2020; Stoll et al., 2000; Lawrence et al., 2023).

Our *in vitro* experiments demonstrated that while these cytokines did not directly impact hippocampal neurons, they induced microglial activation in a co-culture system with hippocampal neurons, which led to neuronal cell death. This effect was further validated when CM from cytokine-treated microglial cells was applied to hippocampal neurons, resulting in neuronal death. These findings suggest that while cytokines from eWAT do not directly affect hippocampal neurons, they induce microglial activation, subsequently leading to neuronal death. In addition, to elucidate the mechanism underlying this microglial activation, we investigated the IL-6/STAT3 signaling pathway. Treatment of BV2 microglial cells with eWAT-associated cytokines significantly increased in IL-6 secretion. Moreover, p-STAT3 in BV2 cells was upregulated, indicating activation of the IL-6/STAT3 pathway. In AD, the STAT3 signaling pathway activated by IL-6 is critical in neuroinflammation and neuronal cell death (Park and Bowers, 2010). IL-6 is a pro-inflammatory cytokine that binds to surface receptors on microglial cells, leading to the phosphorylation of STAT3. The phosphorylated STAT3 translocate to the nucleus and promotes the transcription of inflammation-related genes (Silva et al., 2021). This creates a positive feedback loop that enhances microglial activation and IL-6 secretion. IL-6 reportedly induces neuronal apoptosis by activating caspases and upregulating pro-apoptotic factors such as Bax and Fas ligand (Park and Bowers, 2010). Additionally, the IL-6/STAT3 pathway is associated with the formation of amyloid-beta plaques and hyperphosphorylation of tau proteins, exacerbating the pathological features of the disease (Quintanilla et al., 2004). Our findings elucidate a critical pathway through which eWAT inflammation may contribute to AD progression via interconnected eWAT, systemic, and neuroinflammatory mechanisms involving microglial activation and the IL-6/STAT3 pathway (Walker et al., 2023).

This study has several limitations. First, it primarily focused on visceral fat, particularly eWAT, and did not investigate inflammatory changes in other visceral fat depots or peripheral organs, such as the liver, spleen, lung, and intestine, which may also contribute to systemic inflammation (Diehl-Wiesenecker et al., 2015; Kim et al., 2022). Second, this study was conducted exclusively in male mice, and thus the findings may not fully reflect sex-specific differences in response to WD-induced eWAT inflammation and neuroinflammation. Given previous reports of distinct metabolic and neuroinflammatory responses between sexes, future studies including female animals are warranted to determine whether these effects are consistent across sexes (Hasegawa et al., 2020; Giona et al., 2024). Finally, although this study identified eWAT-associated cytokines that potentially contribute to microglial activation and neuroinflammation, *in vivo* validation confirming whether eWAT removal directly reduces microglial activation, amyloid-beta pathology, neuronal damage, and cognitive decline in AD models was not performed. Further studies are needed to substantiate this mechanistic link.

## 5 Conclusion

Our study provides compelling evidence that a WD contributes to AD pathology in a mouse model via the eWAT inflammation–systemic inflammation–neuroinflammation axis. We demonstrated that WD-induced inflammation in eWAT escalates to systemic and neuroinflammatory responses, thereby playing a critical role in AD progression. Specifically, eWAT-associated pro-inflammatory cytokines could activate microglia through the IL-6/STAT3 signaling pathway, exacerbating hippocampal neuronal death. These findings suggest that eWAT inflammation may serve as an important mechanistic link between dietary patterns and neurodegeneration, emphasizing the potential therapeutic value of targeting eWAT inflammation to mitigate AD progression. Further research into managing eWAT inflammation could open new avenues for therapeutic interventions aimed at slowing or preventing AD onset and progression.

## Data Availability

The dataset presented in this study is available online. RNA sequencing data from eWAT are publicly available in the NCBI Gene Expression Omnibus (GEO) under accession number GSE307622. The Western diet composition, eWAT RNA-seq results, and plasma cytokine data are available in the Supplementary material.

# Supplementary material for: Western diet-induced visceral adipose tissue inflammation promotes Alzheimer’s disease pathology via microglial activation in a mouse model
**Source:** Front Aging Neurosci. 2025 Oct 1;17:1644988. doi: 10.3389/fnagi.2025.1644988
**Supplement:** Supplementary file 1

Supplementary Material

**Supplemental Table S1.** Composition of western diet.

|  |  | D12079B | |
| --- | --- | --- | --- |
|  | Protein | 20 | 17 |
|  | Carbohydrate | 50 | 43 |
|  | Fat | 21 | 41 |
| Total (kcal%) |  |  | **100** |
| kcal/g (g%) |  | **4.7** |  |
| Ingredient | Casein, 80 Mesh | 195 | 780 |
|  | L-cystine | 3 | 12 |
|  | Corn starch | 50 | 200 |
|  | Maltodextrin 10 | 100 | 400 |
|  | Sucrose | 341 | 1364 |
|  | Cellulose | 50 | 0 |
|  | Milk Fat, Anhydrous* | 200 | 1800 |
|  | Corn oil | 10 | 90 |
|  | Mineral mix S10001 | 35 | 0 |
|  | Calcium carbonate | 4 | 0 |
|  | Vitamin Mix V10001 | 10 | 40 |
|  | Choline Bitartrate | 2 | 0 |
|  | Cholesterol, USP | 1.5 | 0 |
|  | Ethoxyquin | 0.04 | 0 |
| Total | | 1001.54 (g) | 4686 (kcal) |

* Anhydrous milk fat typically contains approximately 0.3% cholesterol. On this basis, D12079B contains approximately 0.21% cholesterol.

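Table S2 lists for each gene a fold change and a p of the WD group against the control group. The folds were recomputed as the ratio of mean TMM-normalized CPM. In batch 1, the 5 WD libraries against the 4 controls gave a fold above 2 for 95 of the 115 genes and a median fold of 2.79. Against all 9 controls, normalized together with the WD libraries over all 14 libraries, 113 genes had a fold above 2 and the median fold was 3.19. The paper's reported folds run from 2.02 for Lfng to 7.81 for Ubd, with a median of 3.10. Lfng was 33.7 ± 20.8 CPM (SD, n = 4) in the batch 1 controls, 27.3 ± 17.8 CPM (SD, n = 9) in all controls and 56.6 ± 17.2 CPM (SD, n = 5, batch 1 normalization) in the WD group. Ubd was 53.3 ± 101 CPM (SD, n = 4) in the batch 1 controls, 28.7 ± 69.1 CPM (SD, n = 9) in all controls and 231 ± 83.9 CPM (SD, n = 5) in the WD group. In control replicate 4, Ubd had 2808 counts, against at most 188 in any other control and 1448 to 4239 in the WD group. For Lfng the exact permutation test of log2(CPM + 1) gave a two-sided p of 0.0794 in batch 1 and 0.0150 over all 14 libraries, and for Ubd an exact permutation p of 0.0317 and 0.00250. Adjusted over the 6 genes Adgre1, Cd68, Itgax, Trem2, Lfng and Ubd, these exact permutation p values were 0.0794, 0.0150, 0.0595 and 0.00375. The 6 genes were taken from Table S2, which rests on the same libraries, and the adjustment does not allow for that choice. Over all 14 libraries the test does not separate diet from batch. For Trem2, which rose from 39.0 ± 66.7 CPM (SD, n = 4) in the batch 1 controls to 114 ± 35.7 CPM (SD, n = 5), control replicate 4 had 1901 counts and the other controls at most 117. Cd68 was 120 ± 147 CPM (SD, n = 4) in the batch 1 controls and 264 ± 108 CPM (SD, n = 5) in the WD group.

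**Figure D2:**
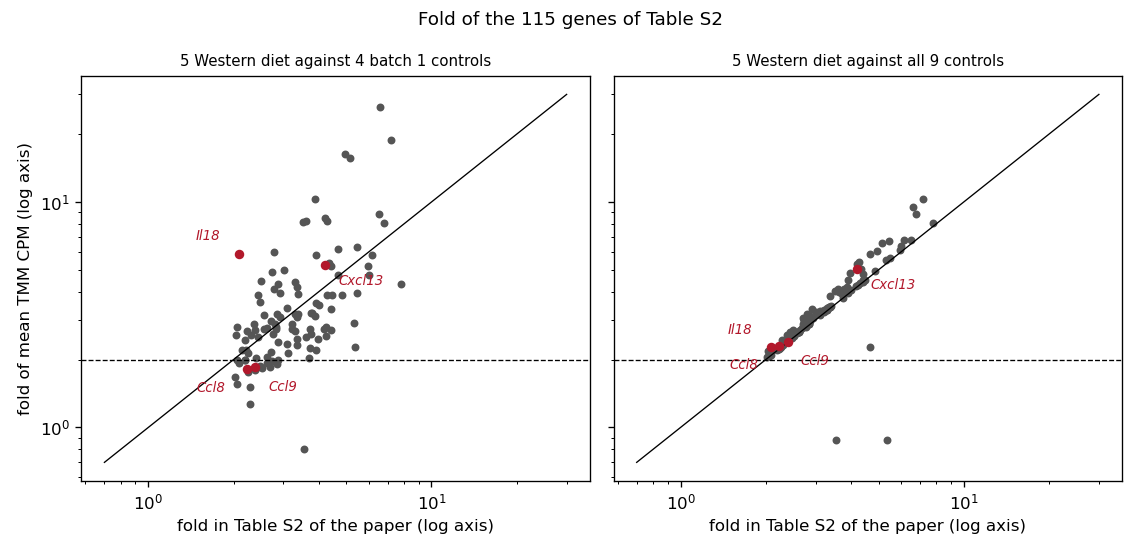
Fold of each of the 115 genes of Table S2, as the ratio of mean TMM-normalized CPM (vertical, log axis), against the fold printed in Table S2 (horizontal, log axis), with the 4 controls of batch 1 (left) or all 9 controls (right). The solid line marks equal folds and the dashed line a fold of 2; the 4 cytokines are shown in red, and 113 genes lie above the dashed line on the right and 95 on the left.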

**Supplemental Table S2.** List of upregulated genes compiled for the western diet group in comparison to the control group.

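The conditions of Table S2, a fold above 2, a normalized log2 value above 4 and a p under 0.05, were applied to all genes of the deposited table. The restriction to immune and inflammatory categories was not applied, since the category lists were not used here. With the fold from mean CPM, the mean log2(CPM + 1) of the 9 batch 1 libraries and edgeR's unadjusted p, 181 genes were higher and 111 lower (fold under 0.5) in the WD group, and 40 of the 115 listed genes were among those higher. With the log2 value above 4 in either group the counts were 207 higher and 149 lower, and 47 of the listed genes met the conditions. Over all 14 libraries without a batch term, 223 genes were higher and 124 lower, and 64 of the listed genes were among those higher. A further setting, chosen after the values were seen, used all 9 controls, ratios of exponentiated deposited log2 values, a pooled-variance p on the same values and the larger group mean for the condition on the log2 value. It gave 401 higher and 138 lower genes, and 113 of the listed genes were among those higher. With the mean over all 14 libraries for that condition 66 listed genes met the conditions, and with the mean log2 of either group 104 did. With the FDR under 0.05 in place of the unadjusted p, no gene met the conditions in batch 1, where 628 genes had an unadjusted p under 0.05 before the other conditions were applied.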

*The list of genes was determined using ExDEGA v4.0 program under the following condition; > 2-fold change, normalized data log2 > 4, and *p* < 0.05, specifically focusing on genes related to immune response and inflammatory response category.

**Supplemental Table S3.** List of upregulated cytokines in the mouse plasma in the western diet group in comparison to the control group.

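Table S3 belongs to a separate measurement, an antibody array on plasma. Its folds compare the fluorescence of antibody spots, a measure of protein in the circulation, whereas the folds of Table S2 compare counts of mRNA in eWAT. Names are shared between the tables where a listed protein is the product of a listed gene. Plasma protein can come from any tissue, so the array does not record where a cytokine was made. The array data were not analysed here.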

*The list of cytokines was determined using ExDEGA v4.0 program under the following condition; > 1-fold change, normalized data log2 > 4, and *p* < 0.05.

How the deposited data were processed for this re-analysis (not part of the article)

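QuantSeq 3′-mRNA sequencing of epididymal fat covered 14 mice, 9 on the control diet and 5 on the WD for 20 weeks. The sample labels give the diet, the batch and a replicate number of each library, and the libraries of different groups come from different animals. The authors sequenced single-end reads, aligned them with Bowtie2 and counted unique and multiple alignments on each gene with Bedtools, and the deposited counts are these values without normalization. The authors then normalized the counts by TMM and CPM in edgeR and deposited log2 values with 1 added before the logarithm. The methods do not name the genome build. Gene positions in the deposited table overlapped those of the GENCODE annotation of GRCm38 for 22093 of 22197 symbols (99.5%). Of the 23282 genes, 5794 had no count in any library.

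The counts were analysed with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0 in R 4.3.3, and the other values were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The plots were drawn with matplotlib 3.10.9. The comparison of diets used the 4 control and 5 WD libraries of batch 1, edgeR's quasi-likelihood test without covariates, TMM normalization, edgeR's filter on low counts and an FDR threshold of 0.05. For single genes, log2(CPM + 1) was compared with two-sided exact permutation tests, adjusted over the 4 cytokines by the Benjamini-Hochberg method. The batch 2 controls were compared with the batch 1 controls by the same test. Sets of marker genes were tested with limma's camera at an inter-gene correlation of 0.01, for sets with at least 3 genes. Between 10278970 and 13712254 counts per library were available, and 3 counts were taken as the smallest level that could be shown.

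The 300 genes of the heatmap were taken as those with an unadjusted p under 0.05 and the largest log2 fold changes in size. The conditions of Table S2 were read as a ratio of mean CPM above 2, a mean log2(CPM + 1) above 4 and an unadjusted p under 0.05. The paper's statistics section names Student's test for comparisons of a pair of groups, and the text does not name the test behind the p of Table S2. The genes named in the text were set by a rule. They are the 4 cytokines, the 6 other genes in both Table S2 and Table S3, Il6, Tnf, Stat3, Nlrp3 and Il18r1, the macrophage genes Adgre1, Cd68, Itgax and Trem2, the genes with the lowest and highest fold in Table S2, and the genes with the largest changes among those with an FDR under 0.05 in batch 1, of which there were none. Other genes are named as chosen after their values were seen.

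The alternatives were upper-quartile factors, library totals alone, no filter on low counts, a CPM of at least 1 in every library, DESeq2, limma-voom, all 14 libraries with and without a batch term, the batch 2 controls only, the replicate number as a block, counts thinned to the smallest total, each library left out in turn, other forms of the fold and of the conditions of Table S2, a pseudocount of 0.1 and other forms of the marker comparison. The pipeline was tested on simulated data with 200 genes changed by 3 on the log2 scale and the dispersion of these libraries. With 4 libraries against 5, edgeR recovered 87 of the 200 genes with 0 wrong calls. DESeq2 recovered 135, and 58 of its 193 calls were wrong. With 9 libraries against 5, edgeR recovered 135 genes with 4 wrong calls. The plasma antibody array, the protein blots, the interaction network and the pathway enrichment were not analysed here.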

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

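The tests of sequencing depth, of dominant genes and of an exchanged sample in control replicate 4, the test of reads copied from few RNA molecules, and the splits behind the count of 895 genes were chosen only after the results were seen. In 67 groups of 4 or 5 libraries, 10 single libraries lay far from the rest of their group, where chance gives 3.35. For Il7, Tnf and Il18r1 the other libraries of the group were all at 0, so any count stood apart. The chance value of 3.35 does not hold for such groups. Libraries of a group share diet and batch, so the design gives no condition to set against these 10 values, and no biological explanation was tested.

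Some of these libraries lay near 0 where the others did not, or the reverse. On the log2(CPM + 1) scale, Ccl8 was 1.24 in control replicate 6 and 4.01 to 4.56 in the other batch 2 controls. Cxcl13 was 0 in control replicate 4 and 2.40 to 2.70 in the other batch 1 controls. Il18 was 3.52 in control replicate 3 and at most 0.11 in the other batch 1 controls. Il7 was 1.74 in control replicate 3 and 0 in the other batch 1 controls, Il18r1 was 3.40 in control replicate 4 and 0 in the others, and Tnf was 0.79 in WD replicate 3 and 0 in the other WD libraries. The Tnf value rests on 10 counts. Reads copied from few RNA molecules are a candidate explanation. In the batch 2 controls, 1922 genes had 0 counts in 2 or 3 of the 5 libraries, and the median of their counts above 0 was 17, with 16.5% of these at 1 to 3 counts. The test did not look at these 6 genes one by one. The total counts of the libraries do not separate these cases, because control replicate 4 had 12334105 counts.

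Il18 was 5.02 in WD replicate 4 and 3.53 to 3.84 in the other WD libraries, and Csf1 was 4.71 in control replicate 6 and 3.80 to 4.03 in the other batch 2 controls. No explanation was tested for either value.

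Trem2 was 7.18 in control replicate 4 and 2.17 to 2.97 in the other batch 1 controls. The same library had 7999 detected genes and a score of 335 on the first principal component, where the other 13 libraries lay between -52.1 and 40.9. Low sequencing depth is excluded, since its total of 12334105 counts is not the lowest in batch 1. Its 20 highest genes held 36.3% of its counts, less than the 42.1% in control replicate 1, so a few genes taking most of the counts does not explain it either. A mislabelled or exchanged sample was tested on the genes higher in the WD group, on a scale with 0 at the mean of the batch 2 controls and 1 at the mean of the WD group. Control replicate 4 lay at 0.63, the other batch 1 controls between 0.11 and 0.18 and the WD libraries between 0.80 and 1.02, outside both ranges. On the genes lower in the WD group it lay at 1.13, within the WD range of 0.72 to 1.17, but control replicate 1 lay at 1.35 on these genes and the others at 0.29 and 0.45. Over both kinds of genes it lay at 0.75, against 0.80 to 1.06 in the WD group. An exchange or mixture of samples is therefore neither excluded nor shown. The library was kept under its deposited label.

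Genes specific to the epididymis held 5.10% of the counts in control replicate 1 and at most 0.00169% in the other batch 1 controls. All 10 epididymis markers were above 1 CPM in it, with 121073 counts of Lcn5 and 5194 of Crisp1, while Adipoq, an adipocyte gene, had 8162 counts against 42550 to 174814 in the other libraries. RNA from epididymis in the fat is a candidate source. The marker genes cannot test its effect on the comparison of diets: 1 of the 10 passed the filter on low counts, and 0 had an FDR under 0.05 in batch 1, where no gene did (628 unadjusted). Some results moved when control replicate 1 was left out. Over the remaining 13 libraries, 190 genes had an FDR under 0.05 in place of 67, a test chosen only after the result was seen. Leaving out control replicate 4 gave 289 genes and leaving out control replicate 2 gave 79. Leaving out any other library lowered the count, to between 28 and 53 genes. In batch 1 that count remained 0 (823 unadjusted). The adipocyte marker set turned lower in the WD group (median log2 fold change -0.39, FDR 0.000205 from limma's camera), where with replicate 1 it was 0.32 (FDR 0.614). It was also lower over all 14 libraries without a batch term, replicate 1 included (median -0.40, FDR 0.101), a setting chosen after the values were seen in which diet and batch are not separated. It was higher with batch as a covariate (median 0.31), with the replicate block (0.23) and in the 8 batch 1 fits that each left out another library. Its FDR lay between 0.000205 and 0.860 over its alternatives. Of the 300 genes with the largest fold changes, 16 were lower in place of 113, but leaving out control replicate 3 gave 10. Whether the epididymis RNA itself makes these differences was not tested.

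From the number of their columns, the paper's heatmaps were taken not to include the batch 2 controls. Between the batch 2 and batch 1 controls, which received the same diet, 895 genes had an unadjusted p under 0.05 in edgeR's test and 0 had an FDR under 0.05. All 100 of 100 splits drawn from these 9 libraries gave as many genes with an FDR under 0.05, namely none. For the unadjusted p, only the real split, 1 of the 100, gave as many as 895 genes, and the median of the splits was 240. The unusual control replicates 1 and 4 do not produce this count by themselves. Without control replicate 4 there were 1659 genes with an unadjusted p under 0.05 and 2 with an FDR under 0.05, and without control replicate 1 there were 1120 and 1. With 1 of the batch 2 controls left out, the unadjusted count was 555 to 657. A difference between batches was not separated from differences between the mice. The design gives no diet difference between these controls, so no biological explanation was tested.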

How the results depend on the processing

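The alternatives were chosen before the data were examined, apart from those named here as chosen after the values were seen. The tests behind the added alternatives were chosen only after the result was seen.

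In batch 1 no gene had an FDR under 0.05 (628 had an unadjusted p under 0.05). With DESeq2 there were 114 such genes, 94 higher and 20 lower. With all 14 libraries there were 67 without a batch term, 55 higher and 12 lower, and 1 with batch as a covariate, which was higher. Against the batch 2 controls only there were 773, 474 higher and 299 lower, where diet and batch cannot be separated. The number ranged from 0 to 48 across the 9 fits that each left out one library, from 0 to 42 for higher and from 0 to 6 for lower genes, and the 48 arose without control replicate 4. The count was 0 with upper-quartile factors (608 unadjusted), library totals (554), no filter (1615), a CPM of at least 1 in every library (539), limma-voom (1181) and counts thinned to the smallest total (627). The balance of genes with an unadjusted p under 0.05 also moved, from 407 higher and 221 lower in batch 1. It was 495 and 1120 without a filter, 221 and 318 with a CPM of at least 1 in every library, and 1022 and 159 with limma-voom. More were higher than lower with upper-quartile factors, library totals and thinned counts. Limma-voom moved the median log2 fold change of all genes to 0.42. With the replicate block, 0 genes had an FDR under 0.05 (400 unadjusted), and the same 8 libraries without the block gave 0 (417 unadjusted). Same-numbered libraries had a mean correlation of 0.058 in 4 pairs, against -0.012 between different numbers. The replicate block moved the median log2 fold change to 0.26.

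For Table S2, no gene had an FDR under 0.05 in batch 1 (52 unadjusted). With DESeq2 there were 12, over all 14 libraries without a batch term 16, against the batch 2 controls only 80, and from 0 to 16 across the 9 fits that each left out one library. Of the genes tested, 113 were higher in batch 1 and 68 with a CPM of at least 1 in every library, which leaves fewer genes tested. The number with a fold above 2 stayed between 91 and 113, against 95.

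The conditions of Table S2 gave 181 higher and 111 lower genes in batch 1. Lower genes numbered 187 with a CPM of at least 1 in every library, 60 with limma-voom, 49 with the replicate block and 58 with a pooled-variance test on the log2 values. Against the batch 2 controls only there were 377 higher and 259 lower genes. Without the floor on the log2 value there were 331 higher and 187 lower, and with the FDR in place of the p there were 0 and 0. With all 9 controls and the deposited log2 values, chosen after the values were seen, 401 were higher. The counts ranged from 132 to 350 higher and from 88 to 234 lower across the 9 fits that each left out one library. Among the 300 genes with the largest fold changes, 187 were higher, 35 without a filter and 108 with a CPM of at least 1 in every library, and from 168 to 290 across the 9 fits that each left out one library; these settings were chosen for this result after the values were seen. The cause was not tested for these shifts.

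Among 331 alternatives for the log2 fold changes of 17 named genes, 317 kept their direction and side of the FDR threshold, 14 passed it in addition, and none reversed. Of the 4 cytokines only Ccl9 passed it, with a log2 fold change of 1.70 against the batch 2 controls only (FDR 0.00272, between 0.00272 and 1.00 over its alternatives), and, in a setting chosen after the values were seen, with 1.45 over the 13 libraries without control replicate 4 (FDR 0.0488, up to 0.502 with other libraries left out). The log2 fold change of Il18 ranged from 2.13 to 8.68 across the 9 fits that each left out one library, and from 0.60 to 7.54 over the other alternatives. Of 64 alternatives for the folds of named genes, 14 moved by more than the replicate spread. Il7, Il6, Tnf and Nlrp3 were not tested in batch 1. With each of the 14 libraries left out in turn, chosen after the values were seen, between 28 and 289 genes had an FDR under 0.05 over the remaining libraries.

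Between batch 2 and batch 1 controls, DESeq2 gave 111 genes with an FDR under 0.05 where edgeR gave 0 (895 unadjusted), and 0 to 2 resulted across the 9 fits that each left out one library. For the marker gene sets, 2 had an FDR under 0.05. With the correlation estimated per set there were 0 (unadjusted p of 0.0255 for lipid-associated macrophages and 0.0314 for macrophages), with the replicate block 7, and from 2 to 4 across the 9 fits that each left out one library. The cause was not tested. In simulated data at this size edgeR recovered 87 of 200 genes changed by 3 on the log2 scale. Most changes of that size were therefore missed, and smaller ones can be missed too.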

Differences from the paper's values

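The tests named as chosen after seeing the values were chosen only after the result was seen. For the fold of Il18, the ratio of mean CPM was 5.89 in batch 1 against the paper's 2.093. With all 9 controls it was 2.26, which closed the gap. The other alternatives set before the data were examined did not. Means of the deposited log2 values after exponentiation with all 9 controls, an alternative chosen after seeing the values, gave 2.09. For Csf1 the fold was 0.80 against the paper's 3.541, and for Il7 it was 2.27 against the paper's 5.359. No alternative set before the data were examined, nor the deposited values of these genes, closed either gap. The paper's folds match those of Csf1r (3.54) and Il7r (5.36) in the deposited values of all 9 controls, a match sought after the values were seen.

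For Cd68 the fold was 2.20 against the paper's 3.912. It was 4.02 from the difference in mean log2 values and 3.95 with all 9 controls, both of which closed the gap, and 3.91 with the deposited values of all 9 controls, chosen after seeing the values. Trem2 had a fold of 2.92 against the paper's 5.304, with 5.51 for all 9 controls and 5.30 for the deposited values, the latter chosen after seeing the values. Ubd had a fold of 4.33 against the paper's 7.805, with 8.03 for all 9 controls and 7.81 for the deposited values, the latter chosen after seeing the values. The remaining alternatives for these 3 genes did not close the gap.

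The unadjusted p of Ccl8 was 0.240 in edgeR's test of batch 1 against the paper's 0.042. Over all 14 libraries without a batch term it was 0.0533. This lies within 1.5 times the paper's value, the limit used here for a difference in p, but not under 0.05. No other alternative set before the data were examined came within that limit. For Ccl9 it was 0.0887 against the paper's 0.006, and 0.00421 over all 14 libraries without a batch term closed the gap. For Cxcl13 it was 0.0729 against the paper's 0.002, and no alternative set before the data were examined closed the gap. For Il18 it was 0.154 against the paper's 0.044, and 0.0324 with the replicate block closed the gap. A pooled-variance test on exponentiated deposited values of all 9 controls, chosen after seeing the values, gave 0.0416 for Ccl8, 0.00564 for Ccl9, 0.0023 for Cxcl13 and 0.0438 for Il18. Of the 115 genes of Table S2, which the paper gives as 115 meeting its conditions, 40 met them in batch 1. No alternative set before the data were examined closed this gap, and the deposited values of all 9 controls, chosen after seeing the values, gave 113.

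The paper lists Ccl8 and Ccl9 with folds above its limit, and their folds in batch 1 were 1.82 and 1.84, under 2. With all 9 controls they were 2.30 and 2.40. The paper calls the 4 cytokines significantly higher, and in batch 1 each had an FDR of 1.00 in edgeR's test. Exact permutation tests, adjusted over the 4 genes, gave a p of 0.0317 for Il18 in batch 1, and of 0.0220 for Ccl9 and 0.0160 for Cxcl13 over all 14 libraries. The test over all 14 libraries does not separate diet from batch. The paper chose these genes with Table S2, which rests on the same libraries, and the adjustment does not allow for that choice. The adjusted exact p was 0.0794 for Cxcl13 in batch 1 (0.0397 unadjusted), 0.138 for Ccl9 and 0.270 for Ccl8 there, and 0.0814 for Ccl8 and 0.0613 for Il18 over all 14 libraries. Some alternatives gave an unadjusted p under 0.05: for Ccl8 0.0143 against the batch 2 controls only; for Ccl9 0.0381 with limma-voom, 0.00421 over all 14 libraries without a batch term and 5.3e-05 against the batch 2 controls only. Ccl9 also had an FDR under 0.05 against the batch 2 controls only (0.00272) and over 13 libraries without control replicate 4 (0.0488), the latter chosen after seeing the values. For Cxcl13 it was 0.0295 with DESeq2, 0.0423 with limma-voom, 0.0221 over all 14 libraries without a batch term, 0.0126 against the batch 2 controls only and 0.0255 without control replicate 4. For Il18 it was 0.00169 with limma-voom, 0.0324 with the replicate block and 0.000304 without control replicate 3. The paper lists Csf1 as higher in the WD group, and its log2 fold change was -0.32 in batch 1.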

Other observations

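The splits behind the count of unadjusted p values, the tests over all 14 libraries, and the test of related genes were chosen only after the result was seen.

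With the 9 libraries of batch 1 split in other ways, the count of genes with an FDR under 0.05 was 0 for the real split (628 unadjusted) and as large in 100 of 100 drawn splits. It was as large in 16 of the 16 splits that part the same-numbered pairs as the real one does, which a count of 0 cannot fail to give. Counts thinned to the smallest library total also gave 0 genes (627 unadjusted), so a library size difference between groups could not be tested on this count. For genes with an unadjusted p under 0.05, 2 of the 100 drawn splits gave as many as 628, the real one included, with a median of 227 and a highest count of 659. Of the 16 paired splits, 1 gave as many, and 16 splits cannot give a share under 0.05. The number of genes is therefore larger than other groupings of these libraries mostly give, while no single gene passes the FDR threshold.

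Over all 14 libraries without a batch term, 67 genes had an FDR under 0.05. Of 100 splits drawn from the 2002 possible, 1 gave as many, the real one, and the median was 0. Among the 32 splits that part the same-numbered pairs in the same way, 1 gave as many. A split of the 14 libraries by batch gave 20 genes. That split sets the batch 2 controls against controls and WD mice together, which widens the spread on one side, so it does not exclude a difference between batches. With batch as a covariate, which leaves the comparison of diets to the batch 1 libraries, 1 gene had an FDR under 0.05 (1115 unadjusted). All WD libraries belong to batch 1, and diet and batch cannot be separated for the comparison with batch 2. All 67 genes had an FDR under 0.05 against the batch 2 controls and an unadjusted p under 0.05 in batch 1, on libraries shared with the test over 14. Of the 67 genes, 16 stand in Table S2 and 51 do not. Among the 54 of these genes with at least 50 counts in every library, 6 followed another gene closely in every library, in 3 pairs chosen after their values were seen, so the 67 changes are not all independent. The counts of Ctsa and Pltp had a ratio of 1.00 to 1.12 and their transcripts share 312 bases, and those of Hist1h2ao and Hist1h2ap had a ratio of 0.449 to 0.557 and share 452. Akap5 and Lrrc17 had near-equal counts. The longest identical stretch of their transcripts is 73 bases, against reads of 75, so reads counted at both genes may explain the equality and are not excluded.

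The marker sets of lipid-associated macrophages (median log2 fold change 2.59, FDR 2.3e-05 from limma's camera) and macrophages (median 1.76, FDR 3.9e-05 from the same test) were higher in the WD group, out of 14 sets tested. The set of resident macrophages was not higher in batch 1 (median 0.07, FDR 0.614 from the same test). All 14 libraries without a batch term, a setting chosen after the values were seen, do not separate diet and batch. There the median was 3.55 for lipid-associated macrophages (FDR 1.5e-13), 1.87 for macrophages (FDR 1.6e-10) and -0.49 for resident macrophages (FDR 0.484). In batch 1, as many sets passed in 61 of 100 drawn splits and in 9 of the 16 paired splits. A count of 2 sets in batch 1 is therefore what other groupings of these libraries give. More macrophages in the tissue is a candidate explanation for higher cytokine expression, though not all macrophage sets rose. The mean of 9 macrophage markers rose by 1.49 on the log2 scale (exact permutation test, two-sided p = 0.00794, the smallest it can give). Relative to that mean, Ccl8 changed by -0.54 and Ccl9 by -0.41, so neither rose more than the markers. Cxcl13 changed by 0.66 and Il18 by 1.53, with exact permutation p of 0.556 and 0.143, adjusted to 0.556 over the 4 genes, and a rise beyond that of the markers was not shown for either. With Ptprc as the reference or a pseudocount of 0.1, the change was -0.76 to -0.63 for Ccl8, -0.64 to -0.56 for Ccl9, 0.43 to 1.41 for Cxcl13 and 1.30 to 3.63 for Il18. The design does not separate a change in cell number from a change in expression per cell.

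The folds of Table S2 were set against 16064 combinations of libraries and means, a search made after the values were seen. The closest used all 9 controls and 5 WD libraries, with a median log2 error of 0.0502. Its means were taken after removing the 1 added before the logarithm. A separate ratio, also chosen after the values were seen, used exponentiated deposited log2 values and kept the added 1. With all 9 controls, 112 of the 115 folds from that ratio lay within 0.1% of the paper's. For p, 112 of the paper's values equalled a pooled-variance p on the same exponentiated values to 3 decimals. With the 4 controls of batch 1 the count of such folds was 0. Csf1, Il7 and Il1rl1 were the exceptions. The paper gives folds of 3.541, 5.359 and 4.67 for them, and the deposited values gave 0.886, 0.926 and 2.12. Values of a related gene under the symbol are a candidate explanation: for 3 of these 3 symbols, a receptor or family gene had the paper's fold and p, namely Csf1r (3.54), Il7r (5.36) and Il1rn (4.67). In each case no other gene in the table had both. The tables hold no record of how the symbols were assigned.

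Of the other genes the paper names, Stat3 had a log2 fold change of -0.49 in batch 1 (FDR 1.00 in edgeR's test) and Il18r1 of 0.61 (FDR 1.00). Il6 and Nlrp3 had 0 counts in every library, and Tnf had 10 counts in 1 WD library and 0 in the rest. The paper measured IL-6 secretion and phosphorylated STAT3 protein in BV2 cells. These mRNA values from eWAT do not test those results. Tnfsf13 and Tnfsfm13 of Table S2, chosen after their values were seen, overlap on chromosome 11 and had equal counts in 11 of the 14 libraries.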
